# Pivotal Role for Cxcr2 in Regulating Tumor-Associated Neutrophil in Breast Cancer

**DOI:** 10.3390/cancers13112584

**Published:** 2021-05-25

**Authors:** Colin Timaxian, Christoph F. A. Vogel, Charlotte Orcel, Diana Vetter, Camille Durochat, Clarisse Chinal, Phuong NGuyen, Marie-Laure Aknin, Françoise Mercier-Nomé, Martin Davy, Isabelle Raymond-Letron, Thi-Nhu-Ngoc Van, Sarah D. Diermeier, Anastasia Godefroy, Magali Gary-Bobo, Franck Molina, Karl Balabanian, Gwendal Lazennec

**Keywords:** chemokine receptors, breast cancer, Cxcr2, neutrophils, tumor microenvironment

## Abstract

**Simple Summary:**

Chemokines present in the tumor microenvironment are essential for the control of tumor progression. We show here that the knock-down of Cxcr2 in PyMT animals led to an increased growth of the primary tumor and lung metastasis. The analysis of tumor content of PyMT-Cxcr2−/− animals highlighted an increased infiltration of tumor associated neutrophils (TANs), mirrored by a decreased recruitment of tumor associated macrophages (TAMs) compared to PyMT animals. Analysis of PyMT-Cxcr2−/− TANs revealed that they lost their killing ability compared to PyMT-Cxcr2+/+ TANs and that they had a more pronounced pro-tumor TAN2 profile compared to PyMT TANs. PyMT-Cxcr2−/− TANs displayed an up-regulation of the pathways involved in reactive oxygen species (ROS) production and angiogenesis and factors favoring metastasis, but reduced apoptosis. In summary, our data reveal that a lack of Cxcr2 provides TANs with pro-tumor effects.

**Abstract:**

Chemokines present in the tumor microenvironment are essential for the control of tumor progression. We show here that several ligands of the chemokine receptor Cxcr2 were up-regulated in the PyMT (polyoma middle T oncogene) model of breast cancer. Interestingly, the knock-down of Cxcr2 in PyMT animals led to an increased growth of the primary tumor and lung metastasis. The analysis of tumor content of PyMT-Cxcr2−/− animals highlighted an increased infiltration of tumor associated neutrophils (TANs), mirrored by a decreased recruitment of tumor associated macrophages (TAMs) compared to PyMT animals. Analysis of PyMT-Cxcr2−/− TANs revealed that they lost their killing ability compared to PyMT-Cxcr2+/+ TANs. The transcriptomic analysis of PyMT-Cxcr2−/− TANs showed that they had a more pronounced pro-tumor TAN2 profile compared to PyMT TANs. In particular, PyMT-Cxcr2−/− TANs displayed an up-regulation of the pathways involved in reactive oxygen species (ROS) production and angiogenesis and factors favoring metastasis, but reduced apoptosis. In summary, our data reveal that a lack of Cxcr2 provides TANs with pro-tumor effects.

## 1. Introduction

Tumor cell interactions with the tumor microenvironment play a crucial role in tumor initiation, progression, metastasis, and response to therapies. Tumor microenvironment comprises not only immune cells, such as B and T lymphocytes, dendritic cells, NK cells, macrophages and neutrophils, but also mesenchymal stromal/stem cells (MSCs), cancer associated fibroblasts (CAFs) and endothelial cells, making the interactions between them relatively complex [1,2,3]. Tumor, immune, and stroma cells communicate with each other either by direct contacts or by the secretion of vesicles or soluble factors such as growth factors, cytokines, or chemokines [4].

Chemokines and their cognate G-protein coupled receptors are actively controlling immune responses primarily to recruit leukocytes to sites of inflammation, but are also modulating homeostatic functions [5]. If chronic inflammation found in cancer has for a long time been considered as an attempt of the host to eliminate the cancer, it is now believed that inflammation can also be crucial in tumor progression and involves in particular what can be called a “chemokine storm” [6,7]. These chemokines can be secreted by all types of cells, including cancer cells themselves, but the nature and the number of chemokines produced varies with the type of cells, their environment, and the stimuli that they receive from other cells.

We and others have shown that Cxcr2 ligands (Cxcl1, 2, 3, 5, 6, 7, 8) contribute to the aggressiveness of several types of cancers including breast [7,8,9,10,11,12]. CXCR2 ligands can be directly secreted by breast cancer cells, but can also be produced by endothelial cells, MSCs, or CAFs [3,8,11,12].

We have recently shown that CXCR2 was expressed by neutrophils in breast cancer samples and that CXCR2 was associated with a lower risk of relapse in patients [13]. Moreover, high CXCR2 levels associated with triple-negative breast patients with a better prognosis [14]. At steady state, CXCR2 has also been shown to be expressed mainly by neutrophils and to a lesser extent by endothelial cells [15] and is an essential regulator of neutrophil action. Previous work on CXCR2 function has shown that it was a pro-angiogenic receptor [16], but it has now been demonstrated, using Cxcr2 knock out (KO) animals, that CXCR2 is also involved in chronic obstructive pulmonary disease [17], wound healing [18], resistance to infections [19], myelin repair [20], metabolism [21] or reproduction under microbiota influence [22]. KO animals for Cxcr2 exhibit a lymphadenopathy due to an increased number of B lymphocytes and a splenomegaly owing to an accumulation of metamyelocytes and neutrophils. In addition, impairment in the recruitment of neutrophils has also been observed during acute inflammatory conditions [23].

It becomes increasingly clear that neutrophils and macrophages play a major role in tumor progression. In particular, tumor associated neutrophils (TANs) and tumor associated macrophages (TAMs) have begun to be characterized in different types of cancers. The variety of effects and plasticity of such cells has led to the definition of anti-tumor cells (TAN1 and TAM1) and pro-tumor cells (TAN2 and TAM2) [24,25,26,27,28].

Neutrophils, which are produced in the bone marrow, are the most abundant population of leukocytes in the circulation and can be rapidly mobilized to infection sites by extravasation from the circulation to the target tissues [29]. They are involved in host-defense, by engulfing and killing invading microorganisms. such as bacteria and fungi. Eradicating infections involves different mechanisms including phagocytosis, release of reactive oxygen species (ROS) and granular proteins and the production of cytokines. In addition, the release of extracellular traps (NETs) contributes to the clearing [30]. The classification of the different types of neutrophils present in human or mouse models harboring a tumor remains controversial [28]. First, the phenotype of the neutrophils found in different locations, including the tumor itself, peripheral organs involved in the generation or maturation of neutrophils (bone marrow, spleen), the circulation, or sites of metastasis such as the lung will be clearly different. Second, when focusing on the tumor itself, in addition to anti-tumor TAN1 and pro-tumor TAN2, one must also consider myeloid-derived suppressor cells (G-MDSCs). These immature myeloid cells display immunosuppressive properties and are now divided in granulocytic MDSCs (G-MDSCs) and monocytic MDSCs (M-MDSCs) [25,26,28].

As neutrophils are also increasingly recognized as key modulators of tumor progression and highly express the chemokine receptor Cxcr2, we decided to evaluate the effect of knocking-down its expression in the murine breast cancer model PyMT [31]. In the present study, loss of expression of Cxcr2 leads to a pro-tumorigenic effect with not only an increase in the growth of the primary tumor, but also a higher rate of development of lung metastases. Characterization of intra-tumor content of PyMT-Cxcr2−/− mice showed a higher number of infiltrating TANs, but a reduced number of TAMs. Moreover, Cxcr2−/− TANs exhibited a lower ability to kill tumor cells. By performing a transcriptomic analysis, we showed that Cxcr2−/− TANs had a more pronounced TAN2 phenotype than WT TANs and that multiple pathways of neutrophil action were dysregulated, suggesting that Cxcr2 could be involved in TAN plasticity.

## 2. Materials and Methods

### 2.1. Animal Models and Housing

All animal experiments conformed to our animal protocols that were reviewed and approved by the Institutional Animal Care and Use Committee. Cxcr2−/− mice [23] and PyMT [31] were obtained from the Jackson Laboratory. PyMT-CXCR2−/− mice were backcrossed in FVB genetic background for more than 12 generations. PyMT and control (WT) mice were also in a FVB background. All mice were genotyped to confirm the presence or not of PyMT transgene and CXCR2 allele. All mice were housed in a SOPF (specific and opportunistic pathogen free) animal facility.

### 2.2. Isolation of Cells

Cells from the bone marrow were isolated by centrifugation from the femurs and tibias of the animals, whereas spleens were mashed on 100 µm nylon cell strainer. After centrifugation, red blood cells were eliminated by treatment with ACK buffer (0.155 mM NH4Cl, 1 mM KHCO3, 0.1 mM EDTA) and filtered on a 40 µm nylon cell strainer. Cells from tumors of mammary glands 4 and 9 were isolated following a modified protocol from Dr J. Stingl [32]. Briefly, mammary glands or mammary tumors were minced with scalpels and digested using Tumor Dissociation Kit (Miltenyi, Paris, France) following manufacturer recommendations. After ACK treatment, cells were filtered on a 40-µm nylon cell strainer.

For neutrophil isolation, a first enrichment with EasySep™ Mouse CD11b Positive Selection kit (StemCell technologies, Grenoble, France) was performed followed by cell sorting of CD45+ CD11b+ Ly6G+ F4/80− cells (for neutrophils) and CD45+ Ly6G− F4/80+ (for macrophages) on an ARIA IIu FACS sorter (Becton Dickinson, Le Pont-de-Claix, France).

### 2.3. Flow Cytometry

Flow cytometry experiments were performed with the following conjugated antibodies from Biolegend (Ozyme, Saint-Cyr-l’École, France): anti-mouse CD11b (clone M1/70), CD11c (clone N418), CD45 (clone 30−F11), Cxcr2 (clone SA044G4), F4/80 (clone BM8), Ly6G (clone 1A8), Ly6C (clone HK1.4). Flow analysis was performed on live singlets with a LSR II Fortessa flow cytometer (Becton Dickinson, Le Pont-de-Claix, France). Data were analyzed using FlowJo (Tree Star, Ashland, OR 97520, USA).

### 2.4. Lung Metastasis Evaluation

Lung metastasis analyses were performed using 3−μm−thin sections from formalin−fixed paraffin−embedded tissue blocks. Counterstaining was performed using Flex Hematoxylin (Dako−Agilent, Les Ulis, France) followed by washing the slides under tap water for 5 min. Finally, slides were mounted with a coverslip after dehydration. The NanoZoomer slide scanner system (Hamamatsu Photonics, Massy, France) was used to digitalize glass slides at the ×40 objective. The number of metastases was counted and adjusted to the total surface of each lung slide.

### 2.5. PyMT Killing

To evaluate tumor cell killing by neutrophils, we used PyMT breast cancer cells stably transfected with a CMV−luciferase reporter (PyMT−luc) [33]. 10,000 PyMT−luc cells were cultured alone or in the presence of 10^5^ neutrophils isolated either from the spleen, the bone marrow or tumors. After 24 h, non−adherent cells were washed away with PBS, the number of surviving cells was evaluated using a luciferase reporter assay system (Promega, Madison, WI, USA), and the percentage of killing was calculated.

### 2.6. RNA Extraction and Reverse Transcriptase, Quantitative PCR

Total RNA was isolated using TRIzol reagent (ThermoFisher, Illkirch, France), as described by the manufacturer. Reverse transcription was performed with 1µg of total RNA using random primers and with M−MLV enzyme (ThermoFisher, Illkirch, France). Real time quantitative PCR was performed with SYBR green Master Mix (Roche, Meylan, France), on a Light Cycler 480 instrument (Roche) as previously described [22]. Ribosomal protein S9 (rS9) and GAPDH were used as an internal control. The sequence of the primers used in this study is indicated in Table S1. Results are expressed as N−fold differences in target gene expression relative to the internal control gene and termed “mRNA expression”, determined as mRNA expression = 2 − Δ Ctsample, where the Δ Ct value of the sample was determined by subtracting the Ct value of the target gene from the Ct value of the average of the internal control genes. Target genes were considered to be non−detectable when the Ct value was above 35.

### 2.7. RNA−Seq Data Processing

RNA integrity and quality were verified using RNA ScreenTape kit and Tapestation 2200 apparatus from AGILENT (Les Ulis, France). cDNA libraries were synthesized using NEBNext^®^ rRNA Depletion and Ultra™ II Directional RNA Library Prep Kit (New England Biolabs, Evry-Courcouronnes, France). Library quality was checked on Tapestation 2200 apparatus from AGILENT (Les Ulis, France) with DNA 1000 ScreenTape. Samples were sequenced on Novaseq 6000 (Illumina, 91030 Evry, France) with an average sequencing depth of 30 million of paired−end reads. Length of the reads was 150 bp. Each 24 Plex Samples was sequenced on one Illumina SP FlowCell (2 × 800 million of 150 bases reads). Raw sequencing data were quality−controlled with the FastQC program. Low−quality reads were trimmed or removed using Trimmer (minimum length: 120 bp). Reads were aligned to the mouse reference genome (mm10 build) with the Star tool. Gene counts were obtained by read counting software Htseq. Normalization and differential analysis were performed with the DESeq2 package with Benjamini–Hochberg FDR multiple testing correction (*p* < 0.05; 1.5−fold or higher change) comparing WT and KO animals. The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [34] and are accessible through GEO Series accession number GSE164766 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE164766, accessed on 21 May 2021).

### 2.8. Bioinformatic Analysis

To assess biological interpretation of the most differentially expressed genes, we used Gene ontology (GO) enrichment analysis. A gene set enrichment analysis (GSEA) was performed using signatures from GSEA collections for biological process or molecular function. In addition, gene sets were constructed using data from Shaul et al. [35], Zilionis et al. [36]. A normalized enrichment score (NES) was calculated for each gene set and only gene sets with an adjusted *p* value < 0.05 were selected.

### 2.9. Statistics

Statistical analyses were carried out using unpaired Mann–Whitney test.

## 3. Results

### 3.1. Cxcr2 Ligands Levels Increase in Mouse Breast Cancers

We previously showed that Cxcr2 ligands were present at higher levels in more aggressive forms of human breast cancer [8,10,12]. We decided to evaluate if this was also the case in the murine model of breast cancer PyMT [31]. The quantification of Cxcr2 ligands showed that Cxcl1 and Cxcl5 RNA levels increased in the tumor of PyMT animals compared to wild−type (WT) mammary gland (Figure 1). This was not the case for all Cxcr2 ligands as Cxcl2 RNA levels were not significantly affected, whereas Cxcl3 and Cxcl7 decreased in PyMT tumors compared to the mammary gland of WT animals.

In another model of murine breast cancer, MMTV−Neu (Mouse Mammary Tumor Virus—Neu oncogene) [37], we observed an increase of Cxcl1, Cxcl2, Cxcl3, and Cxcl5 levels in the tumor of MMTV−Neu animals compared to the mammary gland of WT animals (Figure S1). This confirmed the involvement of Cxcr2 ligands and notably Cxcl1 and Cxcl5 in breast carcinogenesis, and led us to investigate the effects of invalidating Cxcr2.

### 3.2. Cxcr2 Is Expressed by Neutrophils

We first determined which types of cells were expressing high levels of CXCR2 in PyMT tumors. We compared Cxcr2 staining by FACS in PyMT and PyMT−Cxcr2−/− tumors (Figure S2). This shows that epithelial cancer cells (CD45− Epcam+ cells) did not express Cxcr2, whereas in the CD45 immune population, Cxcr2 was expressed only in CD11b+ granulocytic cells. When looking in more detail at which type of CD11b+ cells were expressing Cxcr2, we observed that neutrophils (CD45+ CD11b+ Ly6G+ cells) but not macrophages (CD45+ CD11b+ Ly6G− F4/80+ cells) were expressing high levels of Cxcr2, confirming that neutrophils represent the cells expressing the highest levels of Cxcr2.

### 3.3. Cxcr2 Knock−Down Accelerated Tumor Growth

We crossed Cxcr2 KO mice and PyMT mice (both in a FVB background) and first analyzed the rate of tumor growth in these animals. We observed that ten−week old PyMT−Cxcr2−/− mice developed bigger tumors than WT (about twice heavier than PyMT tumors) (Figure 2A,B). Interestingly heterozygous animals (PyMT−Cxcr2−/+) also exhibit tumor sizes in between the ones of PYMT WT and PyMT−Cxcr2−/− mice, showing that Cxcr2 expression level follows a gene–dose effect (Figure 2B).

Moreover, the increased growth of PyMT−Cxcr2−/− tumors could be seen early, as six−week−old animals showed a clear increase in mammary gland weight compared to PyMT animals (Figure S3). The difference in tumor size between PyMT−Cxcr2−/− and PyMT animals was persistent after twelve weeks (Figure S3). When looking at the histology of the tumors, at only six weeks, PyMT−Cxcr2−/− tumors showed higher penetrance of the mammary gland, with a large part of the gland affected compared to PyMT tumors (Figure 2C). At ten weeks of age, the entire gland was completely colonized by tumor cells in PyMT−Cxcr2−/− animals, whereas part of the mammary gland remained tumor−free for PyMT animals (Figure 2D).

We also sought to determine if the RNA levels of Cxcr2 ligands were affected in PyMT−Cxcr2−/− compared to PyMT tumors. We observed an up−regulation of Cxcl1 and Cxcl5, suggesting a mechanism of compensation for Cxcr2 loss (Figure S4). Overall, our data show that Cxcr2 ablation accelerates primary tumor growth in the mammary gland.

### 3.4. Increased Splenomegaly and Lung Metastasis in PyMT−Cxcr2−/− Compared to PyMT Animals

The measure of the spleen of ten week−old mice showed that Cxcr2−/− animals had a clear increase in spleen size (Figure 3A), which is in agreement with the increased number of metamyelocytes and neutrophils in the spleen initially reported for these animals [23]. Moreover, the spleen in PyMT mice was less enlarged compared to a 50% increase in spleen weight of PyMT−Cxcr2−/− mice (Figure 3A). The difference in spleen size and weight between PyMT−Cxcr2−/− and PyMT animals was already visible at six weeks of age and was also maintained at twelve weeks (Figure 3B).

We next investigated lung metastasis in twelve−week−old animals and observed the appearance of a higher number of metastases in PyMT−Cxcr2−/− compared to PyMT WT animals (Figure 3C), demonstrating that Cxcr2 knock−down affects not only primary tumor growth and spleen size, but also distant metastasis.

### 3.5. PyMT−Cxcr2−/− Tumors Exhibit a Higher Content of Neutrophils, but Fewer Macrophages

To understand the reason why PyMT−Cxcr2−/− tumors grew more rapidly than PyMT tumors, we analyzed the tumor content in immune cells in both types of mouse strains. Due to the critical role of Cxcr2 in neutrophil function, we first looked at neutrophils in primary tumors by flow cytometry. We observed an increase in the percentage of myeloid cells (CD45+ CD11b+ CD11c−) in the mammary gland of PyMT mice compared to WT glands (Figure 4A,B, left panel, Figure S5A,B). Moreover, the percentage of CD11b+ CD11c− cells was further multiplied by more than two times in the tumors of PyMT−Cxcr2−/− mice. To be more specific in the evaluation of neutrophils, an additional gating on Ly6Ghi and Ly6Clo was performed (Figure 4A,B, left panel and Figure S5C), as defined earlier [38]. Nearly all CD11b+ CD11c− cells were Ly6Ghi Ly6Clo, and correspond to tumor associated neutrophils (Figure 4A and Table S2). There was a clear increase of CD11b+ CD11c− Ly6G^hi^ Ly6C^lo^ cells in the mammary gland of PyMT mice compared to WT glands and this percentage increased by nearly three−fold in the tumors of PyMT−Cxcr2−/− mice (Figure 4B, right panel). This demonstrates that one of the major differences between PyMT and PyMT−Cxcr2−/− tumors is the content of neutrophils in the tumor.

We next analyzed macrophage content in tumors, by gating the cells on CD11b+ Ly6G− F4/80+ (Figure 4C). We observed a strong increase of macrophages in PyMT tumors compared to WT glands. However, this was less pronounced in PyMT−Cxcr2−/− tumors (Figure 4C right panel).

We also evaluated the variations of neutrophil content in the blood, spleen and bone marrow. There was a strong increase in CD11b+ CD11c− Ly6G^hi^ Ly6C^lo^ cells in in the spleen of PyMT−Cxcr2−/− animals compared to PyMT animals (Figure S6A), which was similar to Cxcr2−/− animals suggesting that this increase was related to Cxcr2 inactivation and not to the presence of a tumor. No difference of CD11b+ CD11c− Ly6G^hi^ Ly6C^lo^ cells was found in blood between PyMT−Cxcr2−/− and PyMT animals (Figure S6A). Moreover, we also observed a modest increase of 1.5 fold of neutrophils in the BM of Cxcr2−/− and PyMT−Cxcr2−/− animals compared to WT animals (Figure S6A).

Concerning macrophages, we observed also a decreased number of CD11b+ Ly6G− F4/80+ in the blood, whereas the number of macrophages was not altered in the spleen of PyMT−Cxcr2−/− compared to PyMT animals (Figure S6B).

### 3.6. Tans Have a Distinct Transcriptome Profile Compared to BM (Bone Marrow) Neutrophils

We first sought to evaluate whether PyMT and PyMT−Cxcr2−/− TANs were different from immature neutrophils, by comparing their transcriptome to the one of WT BM neutrophils (Figure S6). 

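Neutrophils isolated by cell sorting from the mammary tumors of 4 PyMT mice and 4 PyMT-Cxcr2-/- mice and from the bone marrow of 4 WT mice were analyzed by RNA-seq, with 1 library per mouse. All mice were 10 weeks old. PyMT mice express the polyoma virus middle T oncogene in the mammary gland and develop mammary tumors, and PyMT-Cxcr2-/- mice additionally lack the chemokine receptor Cxcr2. The authors removed ribosomal RNA, sequenced paired-end reads, trimmed them, aligned them to the mm10 build of the mouse genome with STAR and counted the reads of each gene with HTSeq. The deposited values are these raw counts, without normalization. In PyMT TANs, the total count on genes was between 25032704 and 43092085 per mouse, with a median of 35093344. In PyMT-Cxcr2-/- TANs, the total was between 35519181 and 51351569, with a median of 48905203. In WT BM neutrophils, it was between 38722900 and 44310707, with a median of 40897096. With the classes that HTSeq did not assign to a gene, the totals were between 51541411 and 116854475, an average of 90.2 M, while the paper states an average of 30 M of paired-end reads. The values given here use the counts on genes. The share of the total that HTSeq assigned to no feature was 39.9% to 52.5% in PyMT TANs, 45.6% to 48.8% in PyMT-Cxcr2-/- TANs and 32.0% to 42.5% in WT BM neutrophils. A level of 3 counts, taken as the smallest that the depth can show, was between 0.0584 and 0.12 CPM (counts scaled by the library total), which covers counting error only. Replicates of one group differed by more than sampling noise in every pair, with a chi-square per degree of freedom from 24.9 to 150.5, so no pair was the same library listed again, and the labels give each as a separate sample. Each comparison was made between its 2 groups alone with edgeR's quasi-likelihood test, after TMM normalization and a filter on low counts. Genes with a Benjamini-Hochberg adjusted p under 0.05 and a fold change of 1.5 or more were called differentially expressed, which are the thresholds of the paper's methods. The test, the filter, the samples that share one estimate of the spread and the normalization are choices that could change the numbers.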

The two types of TANs were clearly distinct from WT BM neutrophils and had about the same number of differentially regulated genes compared to WT BM neutrophils (Figure S7A–C). This highlights that the TANs of PyMT−Cxcr2−/− and PyMT mice are tumor−specific. 

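Between PyMT TANs and WT BM neutrophils (n = 4 mice per group), 17153 genes were tested, of which 5160 were higher and 3988 lower in PyMT TANs, 9148 in total. Between PyMT-Cxcr2-/- TANs and WT BM neutrophils, 17732 genes were tested, of which 6104 were higher and 4444 lower in PyMT-Cxcr2-/- TANs, 10548 in total. Among the alternatives tried, the largest move came from asking for a log2 fold change of at least 1.5 in place of a 1.5-fold change, with which 1657 genes were lower in PyMT-Cxcr2-/- TANs. On the log2 CPM of the 500 most variable genes, the mean Euclidean distance between a TAN library and a BM library was 141.0, which was 4.34 times the mean distance of 32.5 between libraries of one group. Over all tested genes in place of these 500, the alternative that moved it most, the ratio was 2.19. In an exact permutation test over the choices of 4 of the 12 libraries as BM neutrophils, p was 0.00202, the smallest value that this design allows. The distance to WT BM neutrophils was 140.7 for PyMT-Cxcr2-/- TANs and 141.2 for PyMT TANs, a difference that was not tested. Libraries of one group lay 50.25 apart on average in PyMT TANs, 25.5 in PyMT-Cxcr2-/- TANs and 21.7 in WT BM neutrophils. The first principal component, which separated the BM libraries from the TAN libraries, held 91.2% of the variance of these genes, and the second held 3.5%.

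**Figure D1:**
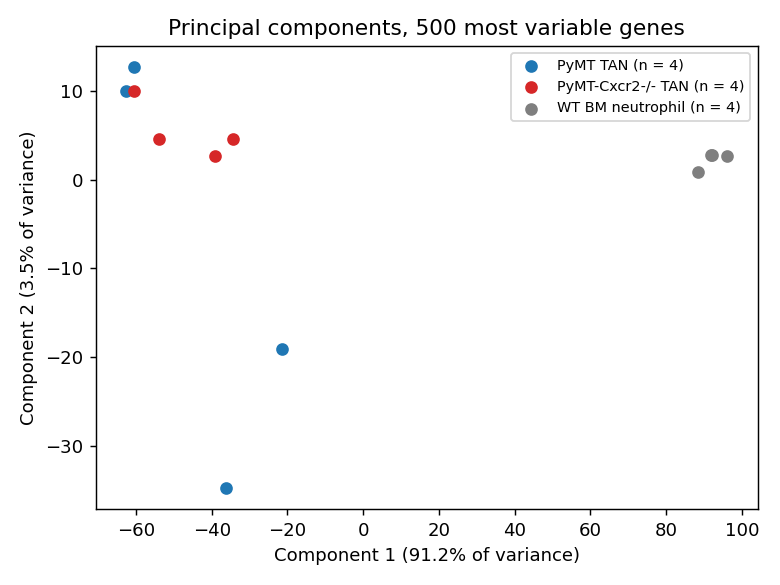
First and second principal component of log2 CPM over the 500 most variable genes, in arbitrary units, with 1 point per mouse (4 PyMT TANs, 4 PyMT-Cxcr2-/- TANs and 4 WT BM neutrophils). The BM libraries lie between 88.45 and 96.20 on the first component and the TAN libraries between -62.69 and -21.47.

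Mmp12, Csn3, Ccn1 and Krt8 were among the 5 largest rises of both comparisons and had 0 counts in the 4 BM libraries. Their means were between 36.0 and 85.8 CPM in PyMT TANs and between 31.4 and 72.6 CPM in PyMT-Cxcr2-/- TANs, and Mmp12, Csn3 and Krt8 overlap annotated genes on the opposite strand. The remaining gene was Ccl8 for PyMT TANs and 2310057J18Rik for PyMT-Cxcr2-/- TANs, each also with 0 counts in the 4 BM libraries. In PyMT TANs, Ccl8 ranged from 0.337 to 58.5 CPM and 2310057J18Rik from 2.46 to 65.1 CPM. The mean log2 level of epithelial marker genes was 6.76 higher in TANs than in WT BM neutrophils, and that of macrophage marker genes 6.37 higher. RNA from other tumor cells in the sort is therefore a candidate explanation for these largest rises. These values cannot tell it apart from expression in TANs. The 5 largest falls were Ighv1-29, Gm22198, Adgrg7, 4930463O16Rik and Lct in PyMT TANs. In PyMT-Cxcr2-/- TANs they were Cxcr2, Ces1d, Ighv1-29, Adgrg7 and Has2. Ces1d overlaps another gene on the same strand, and Adgrg7 and Has2 overlap genes on the opposite strand, so their counts are uncertain. Genes of neutrophil granules were also among those lower in TANs. Ltf (ENSMUSG00000032496), which encodes lactotransferrin, lies on chromosome 9 of mm10 from 111019271 to 111042767. It was at 14927 ± 3037 CPM (SD, n = 4) in WT BM neutrophils, 1481 ± 904.0 CPM in PyMT-Cxcr2-/- TANs and 268.5 ± 65.8 CPM in PyMT TANs. Its log2 fold change from BM was -5.73 in PyMT TANs (standard error 0.24, adjusted p = 3.0e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -3.20 in PyMT-Cxcr2-/- TANs (standard error 0.35, adjusted p = 5.8e-06 from the same test). For Ngp (ENSMUSG00000032484; chromosome 9, 110419747 to 110423012), these log2 fold changes were -5.99 and -3.32, and for Camp (ENSMUSG00000038357; chromosome 9, 109847379 to 109849617) they were -6.93 and -4.19.

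**Figure D2:**
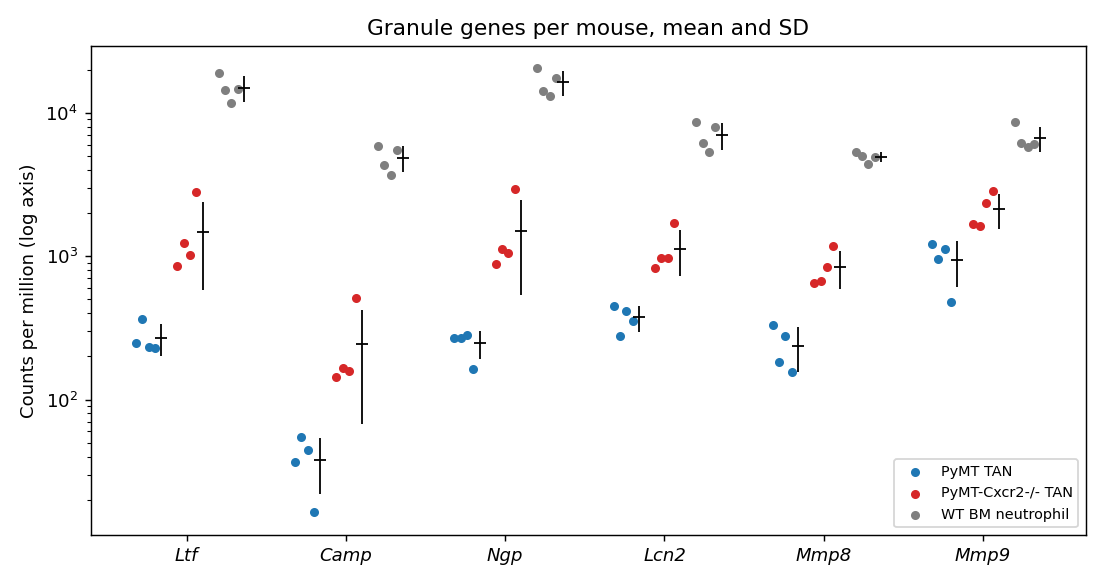
CPM (log axis) of the granule genes Ltf, Camp, Ngp, Lcn2, Mmp8 and Mmp9, with 1 point per mouse and the mean and SD of each group of 4 beside the points. In each of the 6 genes, the 4 BM libraries lie above the 8 TAN libraries, with Mmp9 at 6625 ± 1306 CPM in WT BM neutrophils.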

The nature of these differentially expressed genes was yet not identical as 3023 genes were specifically differentially regulated in PyMT−Cxcr2−/− TANs and 1916 in PyMT TANs, as shown by Venn diagram analysis (Figure S7D).

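Of the genes changed against WT BM neutrophils, 7805 were past the thresholds in both types of TANs. Among these, 4507 were higher and 3295 lower in both, while 2 were higher in PyMT-Cxcr2-/- TANs and lower in PyMT TANs and 1 was the opposite. In PyMT-Cxcr2-/- TANs only, 2743 genes were past the thresholds, of which 1891 had the same direction in PyMT TANs without passing and 739 had counts too low to be tested there. In PyMT TANs only, 1343 genes were past the thresholds, of which 1134 had the same direction in PyMT-Cxcr2-/- TANs without passing and 160 were not tested there. Of the genes changed in PyMT TANs, 85.3% were also changed in the same direction in PyMT-Cxcr2-/- TANs. A gene past the thresholds in one comparison and not in the other is not thereby shown to differ between the TANs. In the direct comparison of the TANs, 32 of the 2743 genes and 66 of the 1343 genes were past the thresholds. With all 12 libraries in one fit, which moved these counts most, 1001 genes were changed in PyMT-Cxcr2-/- TANs only. With DESeq2, which the paper's methods name, 3023 genes were changed in PyMT-Cxcr2-/- TANs only and 1916 in PyMT TANs only, the same as the paper's counts.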

### 3.7. Pymt−Cxcr2−/− Tans Exhibit a More Pronounced TAN2 Profile Compared to Pymt Tans

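Cxcr2 (ENSMUSG00000026180), the gene inactivated in PyMT-Cxcr2-/- mice, lies on chromosome 1 of mm10 from 74153989 to 74161246, on the plus strand (GENCODE M21 annotation). It was at 1198 ± 223.6 CPM (SD, n = 4 mice) in PyMT TANs, 9.39 ± 0.577 CPM (SD, n = 4) in PyMT-Cxcr2-/- TANs and 2036 ± 195.1 CPM (SD, n = 4) in WT BM neutrophils. Its raw counts were between 33999 and 72286 in PyMT TANs and between 379 and 485 in PyMT-Cxcr2-/- TANs. The log2 fold change between the TANs was -7.00 (standard error 0.19, adjusted p = 5.2e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It stayed between -7.06 and -6.81 with each mouse left out in turn, and was past the thresholds in each of these 8 fits. Each of the 4 libraries labelled PyMT-Cxcr2-/- had a lower Cxcr2 level than each of the 4 labelled PyMT.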

To identify the differences between the two types of TANs, we next directly compared PyMT−Cxcr2−/− and PyMT TANs transcriptomes (Figure 5). 

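In the direct comparison of PyMT-Cxcr2-/- and PyMT TANs (n = 4 mice per group), 18463 genes were tested. Of these, 255 were higher and 110 lower in PyMT-Cxcr2-/- TANs, 365 in total or 1.98% of the genes tested. In each of these 365 genes the normalized values of the groups did not overlap, as was the case for 2222 of the genes tested (12.0%), where chance gives 2.86%. The number of differentially expressed genes depended on the processing. With the replicate number as a block, 4 genes were higher and 9 lower, and all 13 were among the 365. Mice with the same replicate number are different animals, and the deviations from the group means of same-numbered libraries had a mean correlation of -0.140 (from -0.224 to -0.074), against 0.046 for libraries with other numbers. After adjusting each library for its trend with GC content and gene length, an alternative chosen after seeing the data, 52 genes were higher and 39 lower, and 87 of these were among the 365. All 365 genes kept their direction with this adjustment and 349 kept a change of at least 1.5-fold, while their median standard error rose from 0.198 to 0.252. The share of higher genes was then 57.1%, against 69.9% without the adjustment. With this adjustment and the replicate block together, 12 genes were higher and 20 lower, and 29 of them were among the 365. With each mouse left out in turn, between 10 and 427 genes were higher and between 13 and 100 lower. With DESeq2 in place of edgeR, 691 genes were higher and 348 lower, including 360 of the 365.
Among the genes past the thresholds with an average of at least 1 on the log2 CPM scale and no overlap between the groups, the 5 with the largest rise were Ccno, Gm25360, F730016J06Rik, Camp and Ngp, and the 5 with the largest fall were Cxcr2, Gpc3, Gm25099, Hic1 and Tnfrsf26. Ccno (ENSMUSG00000042417; chromosome 13, 112987802 to 112990777) rose from 0.828 ± 1.11 CPM (SD, n = 4) in PyMT TANs to 24.4 ± 6.84 CPM (SD, n = 4) in PyMT-Cxcr2-/- TANs, a log2 fold change of 4.95 with an adjusted p of 0.014 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and of 0.061 after the adjustment for GC content and gene length. Ngp had a log2 fold change of 2.60 (standard error 0.38) and Camp of 2.68 (standard error 0.50), with adjusted p of 0.011 and 0.029 from the same test, and of 0.052 and 0.16 after that adjustment. The lincRNA F730016J06Rik had a log2 fold change of 2.74, with adjusted p of 0.019 before and 0.052 after that adjustment by the same test. Hic1 (log2 fold change -2.27) and Tnfrsf26 (-2.17) had adjusted p of 0.013 and 0.0084 from the same test, and of 0.021 and 0.0054 after that adjustment. With the replicate number as a block, the adjusted p from the same test was 0.018 for Ccno, 0.11 for Ngp, 0.21 for Camp, 0.14 for F730016J06Rik, 0.12 for Hic1 and 0.045 for Tnfrsf26, and with the block and that adjustment together it was 0.00072 for Ccno, 0.19 for Ngp, 0.66 for Camp, 0.26 for F730016J06Rik, 0.022 for Hic1 and 0.00072 for Tnfrsf26. Tnfrsf26 overlaps an annotated gene on the opposite strand. Gpc3 (log2 fold change -2.86) overlaps other annotated genes on both strands, and Gm25360 (3.27) and Gm25099 (-2.48) are small nuclear RNA genes with similar copies elsewhere, so their counts are uncertain. Gm25360 lies 1.93 Mb from Cxcr2.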

The two types of TANs display a number of different features as shown by volcano plot, numbers of differentially regulated genes and heatmap (Figure 5A–C respectively). We next compared our gene expression signatures to the one of Shaul et al. [35] to define TAN1 and TAN2. Interestingly, PyMT−Cxcr2−/− TANs showed a more pronounced TAN2 profile compared to PyMT TANs as shown by GSEA (Gene Set Enrichment Analysis) analysis (Figure 5D and Table S3). To have a better idea of the nature of the TANs found in the two types of animals, we compared their transcriptomic signature with the one defined by Zilionis et al. using single cell RNAseq analysis of neutrophils found in a murine model of lung cancer [36]. PyMT−Cxcr2−/− TANs were enriched in mN1 and mN6 neutrophils but showed reduced levels of mN3, mN4 and mN5 neutrophils, suggesting that they contain two types of neutrophils: some with the most advanced phenotypes towards tumor specific TANs (mN6) but also more immature neutrophils (mN1) that could reflect less tumor−specific neutrophils (Figure 5E and Table S4).

### 3.8. PyMT−Cxcr2−/− TANs Show Alterations in Key Pathways

We focused our attention on key genes known to be important to define TAN2 and TAN1 properties [39]. We report in particular an up−regulation of S100a8, S100a9, Prok2 (prokineticin 2/BV8) and Itgam (integrin alpha M/CD11b) in PyMT−Cxcr2−/− TANs compared to PyMT TANS, which could favor metastasis (Figure 6A). 

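S100a8 (ENSMUSG00000056054; chromosome 3 of mm10, 90668978 to 90670035) was at 3534 ± 753.3 CPM (SD, n = 4 mice) in PyMT TANs and 6990 ± 1896 CPM (SD, n = 4) in PyMT-Cxcr2-/- TANs. Its log2 fold change was 0.98 (standard error 0.21, adjusted p = 0.041 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). S100a9 (ENSMUSG00000056071; chromosome 3, 90692632 to 90695721) rose from 2648 ± 656.3 to 5460 ± 1530 CPM (SD, n = 4 each), a log2 fold change of 1.04 (standard error 0.22, adjusted p = 0.038 from the same test). Prok2 (ENSMUSG00000030069; chromosome 6, 99711299 to 99726392) rose from 70.2 ± 33.2 to 207.5 ± 57.6 CPM (SD, n = 4 each), a log2 fold change of 1.56 (standard error 0.31, adjusted p = 0.029 from the same test). Prok2 overlaps an annotated gene on the opposite strand, and the paper's text does not state whether the counting used the strand. Itgam (ENSMUSG00000030786; chromosome 7, 128062640 to 128118491) was at 153.3 ± 26.1 CPM in PyMT TANs and 244.5 ± 52.5 CPM in PyMT-Cxcr2-/- TANs (SD, n = 4 each), a log2 fold change of 0.67 (standard error 0.18) that did not pass the threshold (adjusted p = 0.085 from the same test) and whose count is uncertain because the gene overlaps another on the same strand. In each of these 4 genes, the values of the groups did not overlap. The calls depended on the processing. With DESeq2 in place of edgeR, all 4 genes were past the thresholds, with a DESeq2 adjusted p of 0.00056 for S100a8, 0.00046 for S100a9, 6.6e-05 for Prok2 and 0.015 for Itgam. Adjusted for GC content and gene length, the adjusted p from the same test was 0.45 for S100a8, 0.37 for S100a9, 0.10 for Prok2 and 0.32 for Itgam, and with the replicate number as a block it was 0.19, 0.19, 0.17 and 0.32, with each direction as before. With each mouse left out in turn, S100a8 and S100a9 were past the thresholds in 2 of the 8 fits, Prok2 in 3 and Itgam in 0. Of the 15 genes other than Cxcr2 that the paper names for these TANs, 5 were higher and 3 lower past the thresholds with p adjusted over all genes tested. With p adjusted over these 15 genes alone and the same limit on the fold change, 9 were higher and 3 lower, which shows no stability, since the genes are the paper's own calls on these data.

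**Figure D3:**
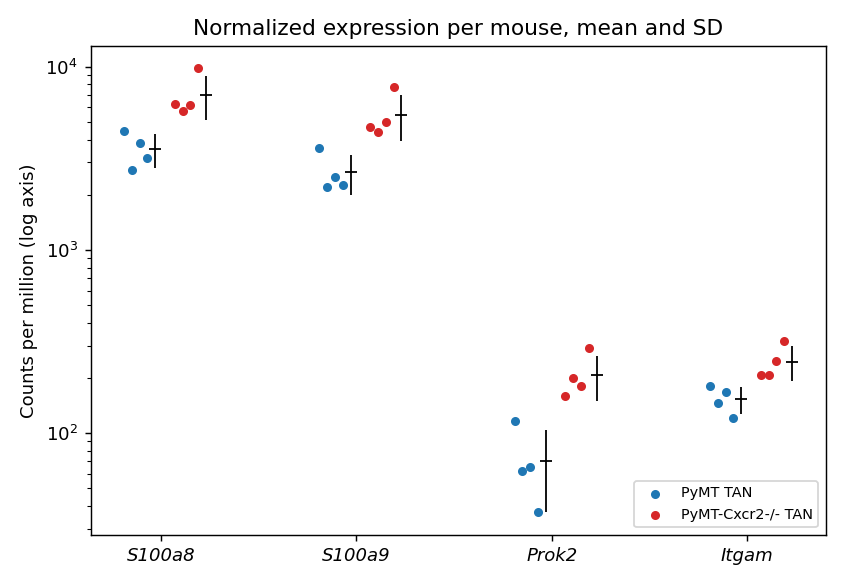
CPM (log axis) of S100a8, S100a9, Prok2 and Itgam, with 1 point per mouse and the mean and SD of each group of 4 beside the points. In each gene the 4 PyMT-Cxcr2-/- TANs lie above the 4 PyMT TANs, with Prok2 between 158.9 and 290.2 CPM against 36.9 to 116.2 CPM.

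From the higher levels of these genes, the paper proposes that PyMT-Cxcr2-/- TANs could favor metastasis.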

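Mmp8 (ENSMUSG00000005800), on chromosome 9 of mm10 from 7558456 to 7568485, was at 237.4 ± 82.1 CPM (SD, n = 4 mice) in PyMT TANs and 835.2 ± 246.9 CPM (SD, n = 4) in PyMT-Cxcr2-/- TANs. The log2 fold change was 1.81 (standard error 0.27, adjusted p = 0.011 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with an adjusted p of 0.0496 after adjustment for GC content and gene length and of 0.11 with the replicate number as a block. Mmp9 (ENSMUSG00000017737), on chromosome 2 from 164940780 to 164955850, was at 943.6 ± 331.6 CPM in PyMT TANs and 2128 ± 593.9 CPM in PyMT-Cxcr2-/- TANs (SD, n = 4 each). Although the groups did not overlap, its log2 fold change of 1.17 (standard error 0.28) did not pass the threshold (adjusted p = 0.062 from the same test, and 0.17 after the adjustment for GC content and gene length), while it passed with DESeq2 (adjusted p = 0.0021). Mmp9 was past the thresholds in 1 of the 8 fits that each left out one mouse, and Mmp8 in 7 of them. Vegfb (ENSMUSG00000024962), on chromosome 19 from 6982473 to 6987651, was expressed at a low level, 2.06 ± 0.821 CPM in PyMT TANs and 3.85 ± 0.660 CPM in PyMT-Cxcr2-/- TANs (SD, n = 4 each). Its log2 fold change of 0.90 (standard error 0.38) did not pass the threshold (adjusted p = 0.29 from the same test, and 0.54 after the adjustment for GC content and gene length).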

Pro−angiogenic factors such as MMP8 (matrix metalloproteinase−8), MMP9 (matrix metalloproteinase−9) and VEGFb (Vascular Endothelial Factor b) show also increased levels in PyMT−Cxcr2−/− TANs (Figure 6A), which is concomitant with an enrichment of VEGF receptor signaling as shown by GSEA analysis (Figure 6B). Several genes essential in the generation of reactive oxygen species (ROS), such as Arg2 (Arginase 2), Nos2 (Nitric oxide synthase 2) and S100a9 exhibited an up−regulation in PyMT−Cxcr2−/− TANs (Figure 6A), which is confirmed by the enrichment of reactive oxygen species metabolic process and response to oxidative stress by GSEA analysis (Figure 6C). 

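Arg2 (ENSMUSG00000021125), on chromosome 12 of mm10 from 79130777 to 79156301, was at 128.5 ± 28.7 CPM (SD, n = 4 mice) in PyMT TANs and 177.8 ± 28.6 CPM (SD, n = 4) in PyMT-Cxcr2-/- TANs. The groups overlapped, and the log2 fold change of 0.47 (standard error 0.18) did not pass the threshold (adjusted p = 0.24 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.46 after adjustment for GC content and gene length). Arg2 overlaps an annotated gene on the opposite strand. Nos2 (ENSMUSG00000020826), on chromosome 11 from 78920787 to 78960254, was at 32.8 ± 33.1 CPM in PyMT TANs and 35.3 ± 9.11 CPM in PyMT-Cxcr2-/- TANs (SD, n = 4 each). One PyMT mouse, replicate 1, had 81.96 CPM, above the highest PyMT-Cxcr2-/- value of 42.5 CPM. The log2 fold change of Nos2 was 0.10 (standard error 0.57, adjusted p = 0.97 from the same test), a difference smaller than the spread between mice. It became -0.05 after the adjustment for GC content and gene length, and ranged from -0.19 to 1.15 with each mouse left out in turn.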

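Csf3 (ENSMUSG00000038067), which encodes G-CSF and lies on chromosome 11 of mm10 from 98701263 to 98703629, was expressed at a low level, 0.996 ± 0.657 CPM (SD, n = 4 mice) in PyMT TANs and 3.16 ± 1.54 CPM (SD, n = 4) in PyMT-Cxcr2-/- TANs. The groups overlapped, and the log2 fold change of 1.65 (standard error 0.54) did not pass the threshold (adjusted p = 0.15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.23 after adjustment for GC content and gene length), while it passed with DESeq2 (adjusted p = 0.019). Ccl3 (ENSMUSG00000000982), on chromosome 11 from 83647844 to 83649355, was at 186.9 ± 27.7 CPM in PyMT TANs and 95.4 ± 24.0 CPM in PyMT-Cxcr2-/- TANs (SD, n = 4 each). Tnf (ENSMUSG00000024401), on chromosome 17 from 35199381 to 35202007, was at 155.3 ± 51.1 CPM in PyMT TANs and 65.3 ± 17.0 CPM in PyMT-Cxcr2-/- TANs (SD, n = 4 each). The log2 fold change was -0.97 for Ccl3 (standard error 0.20, adjusted p = 0.030 from the same test) and -1.25 for Tnf (standard error 0.24, adjusted p = 0.026 from the same test). After the adjustment for GC content and gene length, the adjusted p from that test was 0.072 for Ccl3 and 0.081 for Tnf, and with the replicate number as a block it was 0.20 and 0.13. Ccl3 was past the thresholds in 2 and Tnf in 4 of the 8 fits that each left out one mouse.
The Reactome Interferon Signaling gene set was tested by gene set enrichment on the genes ranked by the signed square root of the quasi-likelihood F. Of its 161 members, 148 had a gene identifier in the counts and 109 were tested. The normalized enrichment score (NES) of PyMT-Cxcr2-/- against PyMT TANs was 1.07, with a p of 0.30 by permutation of genes and an adjusted p of 0.41 over the 677 sets tested (Benjamini-Hochberg). With the replicate number as a block, the NES was 0.988 (adjusted p = 0.55 by the same permutation of genes). The sign depended on the processing. The NES was -0.975 after the adjustment for GC content and gene length, -1.08 with that adjustment and the replicate block, and from -1.02 to 1.33 with each mouse left out in turn, and none of these passed an adjusted p of 0.05. The highest NES among the alternatives was 1.36 with DESeq2 (p = 0.029 and adjusted p = 0.059 by permutation of genes). Over the mice, the mean centred log2 CPM of the 109 genes was 0.04 ± 0.05 in PyMT-Cxcr2-/- TANs and -0.04 ± 0.06 in PyMT TANs (SD, n = 4 each), a difference of 0.08 that was not larger than chance allows (two-sided exact permutation test, p = 0.114, where 0.0286 is the smallest possible).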

In terms of cytokine production, there was an increase in G−CSF (Granulocyte Colony−Stimulating Factor/Csf3), a decrease of the chemokine CCL3 and TNFα levels (Figure 6A) and a depletion of Interferon signaling (Figure 6E). Interestingly, we also observed an inhibition of Myeloid Cell Apoptotic Process by GSEA analysis (Figure 6D). Altogether, this confirms the TAN2 features of PyMT−Cxcr2−/− TANs, which have potential impact on ROS production, metastasis, angiogenesis apoptosis, and neutrophil expansion.

### 3.9. PyMT−Cxcr2−/− TANs Exhibit a Defect in Tumor Cell Killing

As we observed a more pronounced pro−tumor TAN2 profile of PyMT−Cxcr2−/− TANS compared to PyMT TANs, we wished to evaluate their tumor cell killing ability (Figure 7A). Briefly, PyMT cancer cells stably expressing a luciferase reporter gene were co−cultured with purified neutrophils from the tumor or spleen of PyMT and PyMT−Cxcr2−/− animals. The extent of killing was then measured after overnight incubation. We observed that spleen PyMT neutrophils had a weak ability to kill tumor cells (Figure 7B). On the contrary, spleen PyMT−Cxcr2−/− neutrophils did not affect tumor cells. More importantly, tumor PyMT neutrophils had a strong capacity to kill tumor cells, whereas tumor PyMT−Cxcr2−/− neutrophils did not (Figure 7B). These data confirm tumor PyMT−Cxcr2−/− TANs have TAN2 features, whereas PyMT TANs maintains anti−tumor ability, which could account for the higher rate of tumor growth in PyMT−Cxcr2−/− animals.

## 4. Discussion

The nature of immune infiltrate appears critical for the response of the host to tumor development, as it will enable or avoid immune escape. In this study, we showed, in an immune competent murine model of breast cancer (PyMT), that there was an increase in the levels of several ligands of Cxcr2 chemokine receptor. This is in agreement with the situation in human, as we and others previously shown that this was also the case for breast tumors compared to normal breast and for aggressive forms of breast cancer such as triple negative breast cancers (TNBC) compared to luminal breast cancers [7,8,10,11,12,41,42,43]. This increase of CXCR2 ligands is also observed for other types of cancers [9,44,45]. Moreover, we have recently shown that CXCR2 levels were also increased in human TNBC compared to luminal breast tumors [13], as shown for other types of cancers [46,47,48,49]. We find that Cxcr2 ablation leads to an increase of both primary tumor growth and the development of lung metastasis. This is in agreement with the work of Liu et al. [50], who reported that Cxcr2 ablation enhances tumor growth in a murine model of lung cancer. Moreover, we have also shown that high expression of CXCR2 in triple negative breast cancers was also a predictor of a lower risk of relapse [13,14], which confirms the protective role of Cxcr2. On the other hand, other studies have reported either no effect or inhibition on primary tumor growth, when Cxcr2 KO animals or Cxcr2 antibodies were used. For instance, genetic ablation of Cxcr2 in a transgenic model pancreatic cancer did not affect primary tumor growth, but inhibited metastasis [51]. In other types of models, Cxcr2−/− mice have been injected with lung cancer cells [52], breast cancer cells [53,54], pancreatic cancer cells [44], or renal cancer cells [55], and the authors have observed that deletion of Cxcr2 was reducing tumor growth. One major difference with these results and our work is that most studies involved injections of tumor cells to athymic mice or syngeneic mice and not a direct crossing of Cxcr2−/− animals with mice developing a cancer, recapitulating the complete tumor progression that we can observe in the PyMT model. Further, in contrast to most studies, which have crossed Cxcr2−/− mice with transgenic models of cancer [56] or initiated tumor onset by treating the mice with carcinogenic compounds [57,58], our mice were in a FVB background.

When comparing PyMT to WT glands, there was an increase of the number of neutrophils and macrophages, which is in agreement with previous studies [44,59,60,61]. Interestingly, when comparing PyMT−Cxcr2−/− to PyMT tumors, we observed a further increase in neutrophil infiltration, but a reduced number of macrophages. It is interesting to point out that tumor associated macrophages had a similar transcriptome in PyMT and PyMT−Cxcr2−/− animals (see Figure S8), suggesting that the main difference between macrophages in tumors was only their number and not their nature. The fact that Cxcr2 depletion could affect neutrophil recruitment is relevant to their high expression of Cxcr2. Moreover, in our hands, we have seen that neutrophils present the most prominent Cxcr2 levels compared to other types of cells (Figure S2). Of particular note, there was a 1.5 _fold increase in neutrophil content in the BM of PyMT−Cxcr2−/− animals compared to WT BM. In regard to the 45−fold increase of neutrophils in PyMT−Cxcr2−/− tumors compared to WT mammary, this suggests a preferential accumulation of neutrophils on PyMT−Cxcr2−/− tumors, which might be due to a higher time of retention and not due to an increased production of neutrophils by the BM.

We observed that PyMT−Cxcr2−/− TANs had a more pronounced TAN2 signature compared to PyMT TANs. This was confirmed by the fact that PyMT TANS were able to kill tumor cells, but PyMT−Cxcr2−/− TANs had lost this ability, which favors a TAN2 profile for PyMT−Cxcr2−/− TANs and could explain that these neutrophils are inefficient to counteract tumor growth.

Neutrophil polarization exists probably as a spectrum of activation sates, rather than as clearly defined states. The immunosuppressive functions of neutrophils are still not well understood. N1 anti−tumor cells are generally defined as mature cells, with cytotoxic, pro−apoptotic, anti−angiogenic, and stimulatory for T cells and immune activated cells, whereas N2 pro−tumor cells would be immature, anti−apoptotic, immune suppressive, and without stimulation [62]. 

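Icam1 (ENSMUSG00000037405), on chromosome 9 of mm10 from 21015985 to 21028817, was at 259.5 ± 38.1 CPM (SD, n = 4 mice) in PyMT TANs and 133.1 ± 30.2 CPM (SD, n = 4) in PyMT-Cxcr2-/- TANs, and the groups did not overlap. The log2 fold change was -0.97 (standard error 0.19, adjusted p = 0.025 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.069 after adjustment for GC content and gene length, and 0.11 with the replicate number as a block). It was past the thresholds in 2 of the 8 fits that each left out one mouse. Icam1 overlaps an annotated gene on the opposite strand.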

Pro−tumor neutrophils are characterized by a high expression of Arginase, a low expression of TNFα, CCL3 and ICAM−1 according to Fridlender, which is effectively what we found [63]. To investigate in more detail the features of our TANs, we looked at a set of genes which have been reported by several studies as key players in the orientation of TAN1 versus TAN2 profiles. We identified several pathways that were altered in PyMT−Cxcr2−/− TANs. This includes first metastasis and neutrophil expansion. S100a8, S100a9, Prok2 were up−regulated and could favor metastasis [64], which is in agreement with the increased lung metastasis that we observed in PyMT−Cxcr2−/− animals. In the same line, CD11b, which was up−regulated, is involved in the guiding of cancer cells to metastatic sites [65]. Neutrophils achieve this by using neutrophil extracellular traps (NETs) to sequester circulating cancer cells [66]. Proteolytic enzymes MMP−8 and MMP−9, both increased, inactivate the tissue inhibitor of metalloprotease 1 (TIMP−1), and favor the invasiveness of cancer cells [67]. MMP9 is a key protease to remodel the extracellular matrix [68] and also has anti−apoptotic properties [69], which could account for the inhibition of apoptotic pathways that we observed by RNAseq analysis.

Moreover, MMP9 and Prok2 are pro−angiogenic factors, which also promote a leaky vasculature [70,71,72]. MMP9 produced by neutrophils promotes the angiogenic switch by inducing VEGF expression in the tumor [73] and we observed an up−regulation of VEGFR signaling.

S100a8 and S100a9 enhance the immunosuppressive activity of neutrophils and recruit immature myeloid cells to the tumor [74,75]. STAT3, which is also up−regulated, is one of the factors up−regulating S100a9 expression [75], and will contribute also to a higher production of ROS, which will increase the immunosuppressive action of neutrophils [76]. This is agreement with our GSEA analysis and the concomitant up−regulation of Arg2 and Nos2 in PyMT−Cxcr2−/− TANs. 

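In the RNA-seq data, Stat3 (ENSMUSG00000004040), on chromosome 11 of mm10 from 100885098 to 100939540, was at 821.8 ± 133.9 CPM (SD, n = 4 mice) in PyMT TANs and 1089 ± 131.6 CPM (SD, n = 4) in PyMT-Cxcr2-/- TANs. The groups overlapped, and the log2 fold change of 0.40 (standard error 0.16) did not pass the threshold (adjusted p = 0.23 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.68 after adjustment for GC content and gene length). Stat3 overlaps an annotated gene on the opposite strand.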

ROS will also favor genetic instability [27], which in turn will promote tumor progression.

We also observed several alterations in cytokine production in PyMT−Cxcr2−/− TANs. G−CSF, which expression is increased in PyMT−Cxcr2−/− TANs, is able to induce neutrophil generation and differentiation [77,78]. G−CSF promotes metastasis by controlling the immunosuppressive functions of the neutrophils [59]. G−CSF polarizes neutrophils towards a pro−tumor phenotype [59,64] and mobilizes neutrophils to pre−metastatic niches [79]. G−CSF also induces the release of Prok2 by neutrophils, which in turn promotes angiogenesis and cancer cell proliferation [80]. Prok2 stimulates also neutrophil expansion [70]. It is interesting to notice that neutrophils themselves are a source of G−CSF [81].

Interferon signaling was also down−regulated in PyMT−Cxcr2−/− TANs, which makes sense with the up−regulation of G−CSF that we observed, as type I IFNs downregulate G−CSF expression [81]. It has been reported that IFNβ deletion favors neutrophil infiltration, inhibits angiogenesis and favors tumor growth [72,82]. Moreover, Type I IFNs polarize neutrophils toward a N1 anti−tumor phenotype [62]. In the context of cancer, type I IFN play an anti−tumor role, by inhibiting proliferation and promoting apoptosis [83]. IFNβ is inhibiting VEGF and MMP9 production by TANs [72]. IFNβ also regulates the recruitment of neutrophils to the tumor and their longevity [81,84]. In addition, type II IFNγ produced by neutrophils enhances their ability to suppress T cell proliferation [85]. TANs with anti−tumor properties in the early stages of human lung cancer release IFNγ, which stimulates proliferation of T cells [86].

Altogether, the transcriptomic analysis of PyMT−Cxcr2−/− TANs reveals a TAN2 profile supported by the alteration of the production of several cytokines, which will modulate the levels of a number of factors involved in neutrophil expansion, metastasis, angiogenesis, ROS production, and apoptosis (Figure 8).

## 5. Conclusions

We could demonstrate that Cxcr2 is involved in the control of breast cancer development through the modulation of neutrophil composition within the primary tumor. Moreover, Cxcr2 ablation altered neutrophil properties, with Cxcr2−/− TANs showing a reduced anti−tumor ability associated with a more pronounced TAN2 transcriptome. This further reinforces the importance of Cxcr2 in neutrophil function in cancer progression and opens the door for a deeper analysis of Cxcr2 properties.

## Figures and Tables

**Figure 1:**
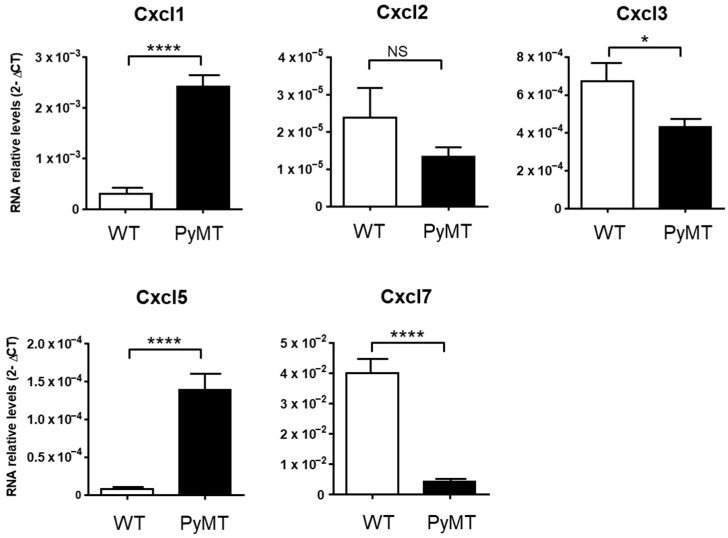
Cxcl1 and Cxcl5 levels increase in PyMT tumors. Measure of RNA levels by real−time PCR of Cxcl1, 2, 3, 5 and 7 in the mammary gland of WT or the tumor of PyMT animals of 10 weeks. Results represent the mean ± SEM of at least 14 animals (Mann−Whitney test, NS: non−significant, * *p* < 0.05, **** *p* < 0.0001).

**Figure 2:**
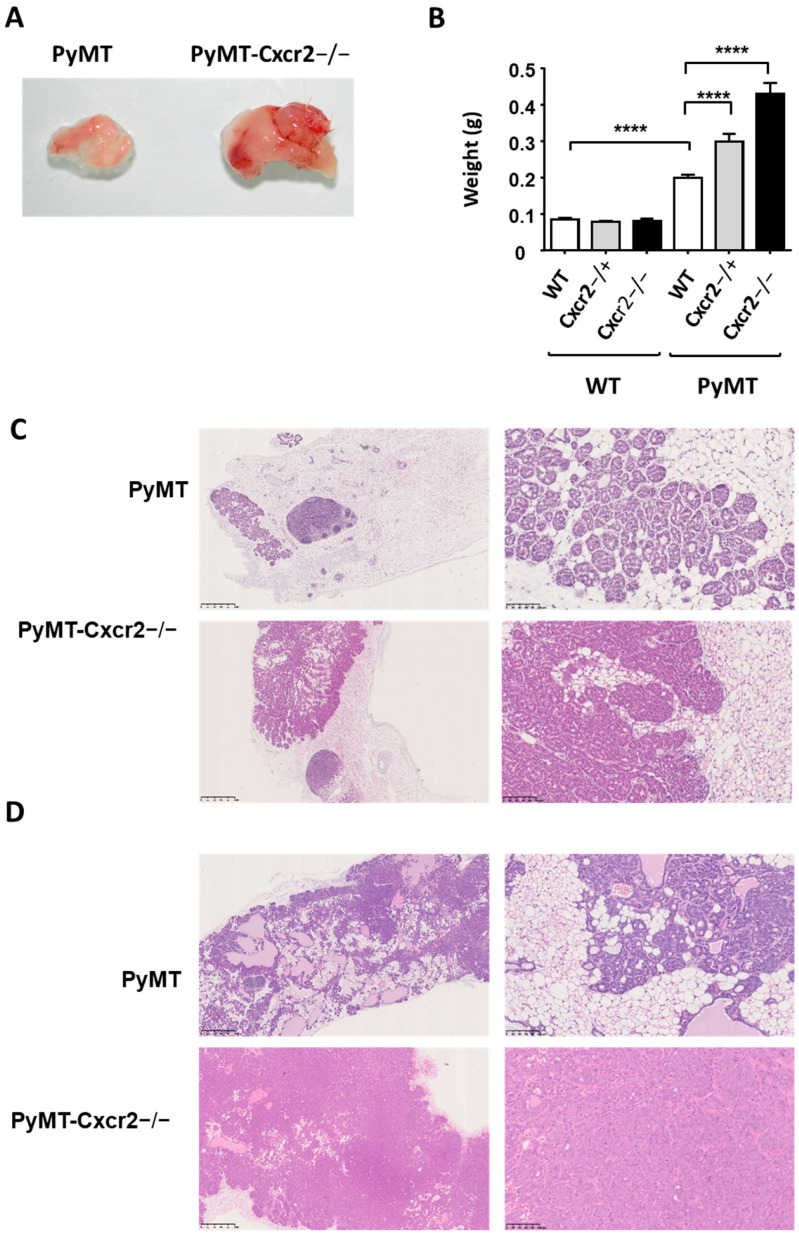
Knock out of Cxcr2 favors tumor growth of PyMT animals. (**A**). Representative images of PyMT and PyMT−Cxcr2−/− tumors of 10 weeks old animals. (**B**) Weight of 10 week old mammary gland of WT, Cxcr2−/+, Cxcr2−/− PyMT, PyMT−Cxcr2−/+ and PyMT−Cxcr2−/− mice. Results represent the mean ± SEM of at least 20 animals (Mann−Whitney test, **** *p* < 0.0001). (**C**) Histology of the mammary glands of PyMT and PyMT−Cxcr2−/−animals at 6 weeks. Representative images of hematoxylin−eosin stained mammary glands at a 2.5× magnification (left panel, scale bars: 1 mm) and 20× magnification (right panel, scale bars: 100 µm) are shown here. (**D**) Histology of the mammary tumors of PyMT and PyMT−Cxcr2−/− animals at 10 weeks. Representative images of hematoxylin−eosin stained mammary glands at a 2.5× magnification (left panel, scale bars: 1 mm) and 20× magnification (right panel, scale bars: 100 µm) are shown here.

**Figure 3:**
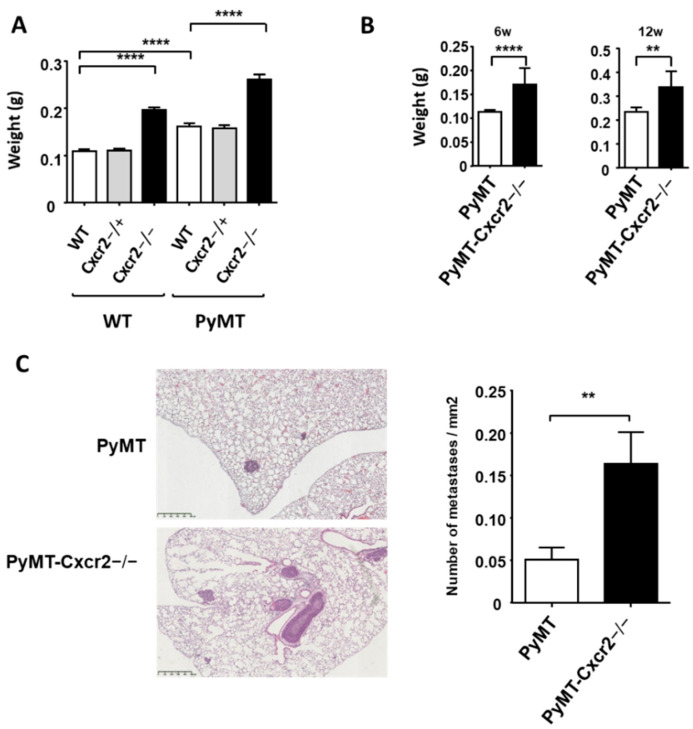
Knock out of Cxcr2 increases the size of the spleen and lung metastasis of PyMT animals. (**A**) Weight of 10 week old spleens of WT, Cxcr2−/+, Cxcr2 KO, PyMT, PyMT−Cxcr2−/+ and PyMT−Cxcr2−/− mice. Results represent the mean ± SEM of at least 14 animals (Mann−Whitney test, ** *p* < 0.01, **** *p* < 0.0001). (**B**) Weight of the spleens of 6 weeks (left panel) and 12 weeks (right panel) old PyMT and PyMT−Cxcr2−/− mice. Results represent the mean the mean ± SEM of at least 14 animals. (**C**) Left panel: Representative images of lung metastases in 12 weeks old PyMT and PyMT−Cxcr2−/− mice at a 5× magnification (right panel, scale bars: 500 µm). Right panel: Number of lung metastasis/mm^2^ observed in PyMT and PyMT−Cxcr2−/− mice of 12 weeks. Results represent the mean ± SEM of 15 animals.

**Figure 4:**
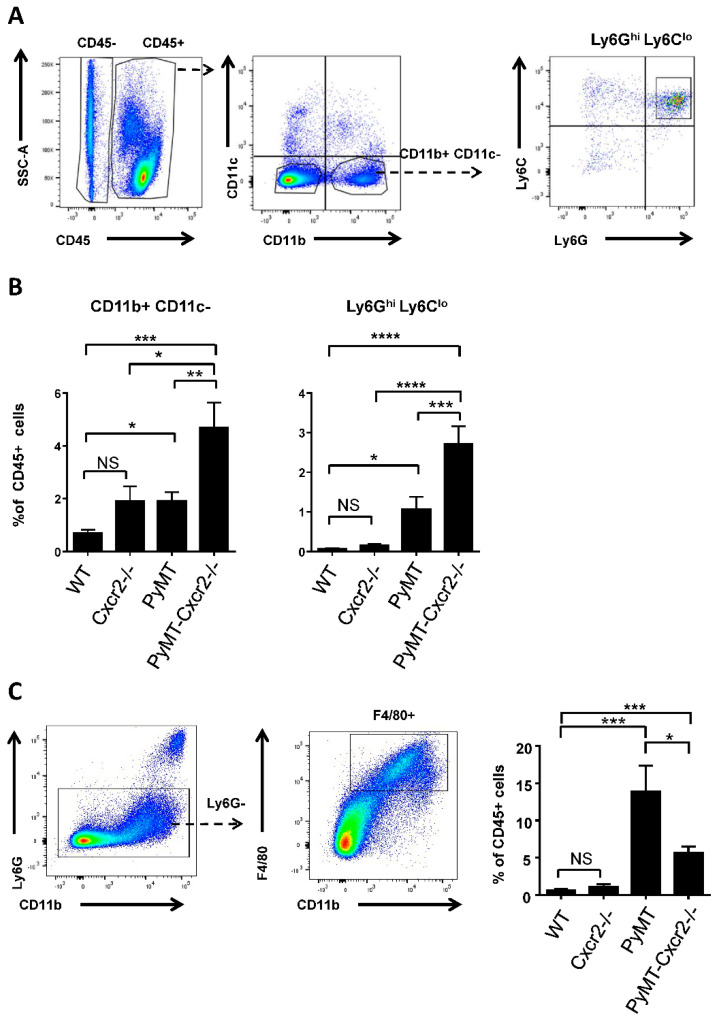
Cxcr2 deletion increases the recruitment of neutrophils but reduces macrophage infiltration in the tumors of PyMT animals. (**A**) Representative dot plots of the gating strategy of CD45+ CD11b+ CD11c−, CD45+ CD11b+ CD11c−Ly6G^hi^ Ly6C^lo^ cells in the mammary gland. (**B**) Quantification of the percentage of CD11b+ CD11c− cells (left panel) and of CD11b+ CD11c−Ly6G^hi^ Ly6C^lo^ (middle panel) (right panel) in the CD45+ fraction. Data represent the mean ± SEM of at least 7 animals (Mann−Whitney test, NS: non−significant, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001). (**C**) Left panel: Gating strategy of CD45+ CD11b+ Ly6G− F4/80+ macrophages. Right panel: Bar graphs showing the percentage of CD11b+ Ly6G− F4/80+ macrophages in CD45+. Data represent the mean ± SEM of at least 7 animals (Mann−Whitney test, NS: non−significant, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001).

**Figure 5:**
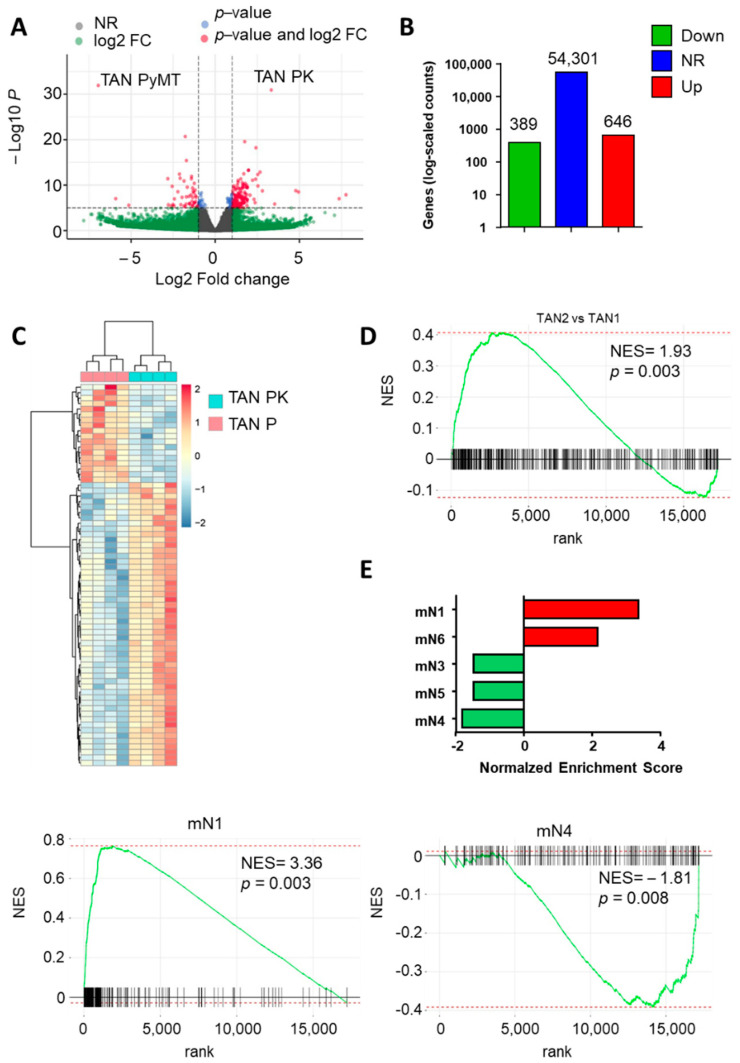
PyMT−Cxcr2−/− TANs have a more pronounced TAN2 profile. (**A**) Volcano plot showing the global changes in RNA expression patterns for Tumor neutrophils isolated from PyMT−Cxcr2−/− (TAN PK) versus PyMT (TAN PyMT) animals. Data represent analysis of cpm estimates with a log of fold change of more than 1.5 fold and *p* < 0.05 of 4 animals per group. Grey dots: NR: non−regulated genes; Green dots: genes with a log of fold change of more than 1.5 fold; blue dots: genes with a *p*−value < 0.05; red dots: genes with a log of fold change of more than 1.5 fold and *p* < 0.05. (**B**) Number of differentially regulated genes for the same analysis. Up: genes up−regulated in Tumor neutrophils isolated from PyMT−Cxcr2−/− versus PyMT animals. Down: down−regulated genes. NR: non regulated genes. (**C**) Heatmap of the comparison of Tumor neutrophils isolated from PyMT−Cxcr2−/− (TAN PK) versus PyMT (TAN PyMT) animals. (**D**) GSEA dataset of TAN2 over TAN1 enrichment (according to Shaul et al. [35]) found in neutrophils of PyMT−Cxcr2−/− versus PyMT animals. FDR < 0.05. (**E**) Normalized enrichment score (NES) after GSEA analysis of the transcriptome of tumor neutrophils isolated from PyMT−Cxcr2−/− versus PyMT animals according to Neutrophil classification of Zilionis et al. [36]. Bottom: GSEA dataset of mN1 and mN4 neutrophil enrichment. FDR < 0.05.

**Figure 6:**
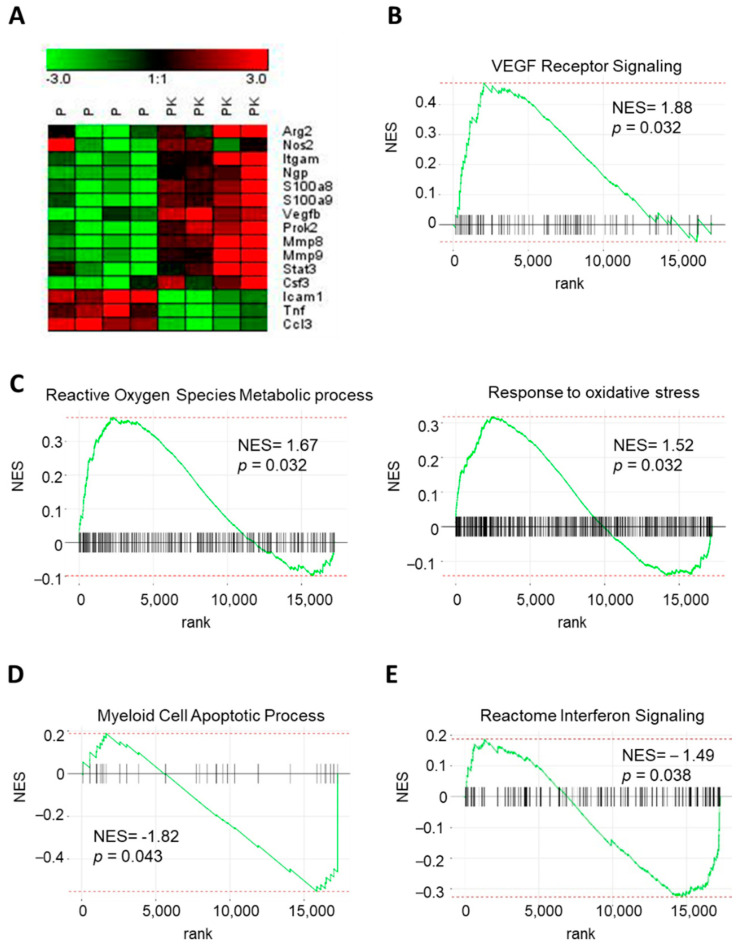
PyMT−Cxcr2−/− TANs display a particular biology. (**A**) Heatmap of key regulated genes between TAN PyMT (*p*) and TAN PyMT−Cxcr2−/− (PK) performed with Genesis software [40]. (**B**) Normalized enrichment score (NES) after GSEA analysis of the transcriptome of tumor neutrophils isolated from PyMT−Cxcr2−/− versus PyMT animals. FDR < 0.05. Increased enrichment of VEGF Receptor Signaling according to GSEA analysis of BP in PyMT−Cxcr2−/− versus PyMT TANs. (**C**) Enrichment in Reactive Oxygen Species Metabolic Process (left panel) and Response to oxidative stress (right panel) GO pathways in PyMT−Cxcr2−/− versus PyMT TANs. (**D**) Inhibition of Myeloid Cell Apoptotic Process according to GSEA analysis of BP. (**E**) Inhibition of Interferon signaling Reactome in PyMT−Cxcr2−/− versus PyMT TANs.

**Figure 7:**
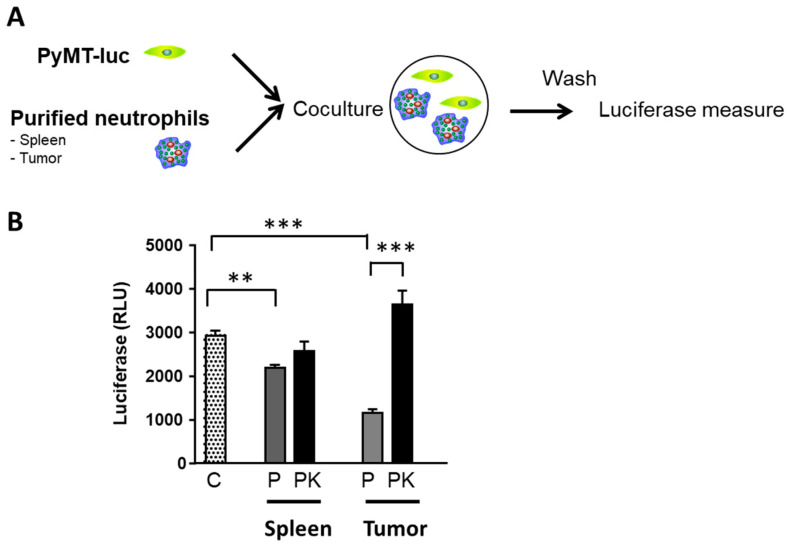
PyMT−Cxcr2−/− from tumors have no killing ability of PyMT cancer cells. (**A**) Neutrophils were isolated from the spleen or tumors of PyMT or PyMT−Cxcr2−/− animals. They were co−cultured with PyMT breast cancer cells expressing constitutively luciferase. After 24h, cells were washed and remaining PyMT cells were lysed for luciferase assay. (**B**) Quantification of luciferase activity of PyMT cells grown alone (C) or co−cultured with neutrophils isolated from the spleen or tumors of PyMT (P) or PyMT−Cxcr2−/− (PK) animals. Data represent the mean ± SEM of 18 wells from 2 independent experiments (Mann−Whitney test, ** *p*< 0.01, *** *p* < 0.001).

**Figure 8:**
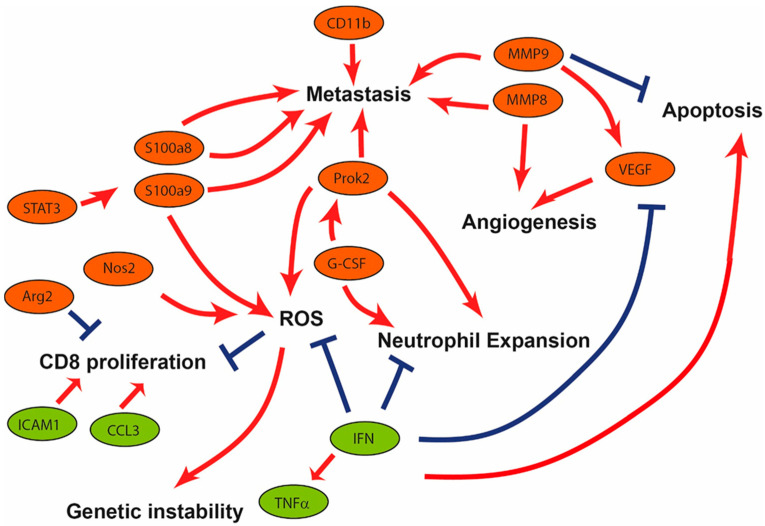
Scheme of the pathways affected in PyMT−Cxcr2−/− versus PyMT TANs. Representation of the differences observed in PyMT−Cxcr2−/− versus PyMT TANs. Genes in red boxes are up−regulated, whereas those in green boxes are down−regulated in PyMT−Cxcr2−/− versus PyMT TANs. Red arrows indicate stimulatory effects, whereas blue crosses indicate inhibitory signals. Factors such as CD11b, MMP8, MMP9, S100a8, S100a9 and Prok2 can increase metastasis. Several proteins including MMP8, MMP9 and VEGF can increase angiogenesis. Prok2, Nos2 and S100a9 can favor ROS generation, leading to a higher genetic instability. Moreover, Arg2 can inhibit CD8 proliferation, whereas the down−regulated genes coding for ICAM1 and CCL3, will be less prone to stimulate CD8 proliferation. G−CSF, which stimulates Pro2 production, will favor neutrophil expansion. Down regulation of IFN signaling, will enable an increase in neutrophil expansion, a higher production of ROS and a decreased apoptosis.

## Data Availability

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [34] and are accessible through GEO Series accession number GSE164766 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE164766, accessed on 21 May 2021).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cancers13112584/s1, Figure S1: Cxcl1, 2, 3 and Cxcl5 levels increase in MMTV−Neu tumors, Figure S2: CXCR2 is expressed mainly by neutrophils, Figure S3: PyMT−Cxcr2−/− tumors grow faster than PyMT tumors at early and late stages, Figure S4: Measure of Cxcr2 ligands in the mammary gland and tumors, Figure S5: Representative graphs of, CD45+, CD11b+ and CD11b+ CD11c−Ly6Ghi Ly6Clo in tumors of PyMT and PyMT−Cxcr2−/− animals, Figure S6: Percentage of immune cells in the spleen, blood and bone marrow of PyMT and PyMT−Cxcr2−/− animals, Figure S7: Molecular analysis of neutrophil transcriptome, Figure S8: Molecular analysis of tumor associated macrophage (TAM) transcriptome, Table S1: Primers used for real−time PCR, Table S2: Percentage of immune cells among all cells of the mammary gland or tumor, Table S3: Comparison of the differences between PyMT and PyMT−Cxcr2−/− TANs with Shaul’s Signature, Table S4: Comparison of the differences between PyMT and PyMT−Cxcr2−/− TANs with Zilionis’s Signature.

How the deposited data were processed for this re-analysis (not part of the article)

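RNA-seq libraries of neutrophils from 3 groups of 4 mice each were used, namely TANs of PyMT mice, TANs of PyMT-Cxcr2-/- mice and BM neutrophils of WT mice, 12 libraries in total. The authors depleted ribosomal RNA, prepared directional libraries, sequenced paired-end reads, trimmed them, aligned them to mm10 with STAR and counted them per gene with HTSeq, and the deposited values are these raw counts per gene and library. The authors normalized and tested with DESeq2, and that step is not part of the deposited counts. Each library lists 55335 genes by Ensembl identifier, of which 55154 were matched to a symbol and coordinates in GENCODE M21. The paper's text does not name the annotation release or the strand setting of the counting, so genes that overlap others are given as uncertain. Overlap was taken between whole genes, from start to end. Whether exons overlap was not tested, so some of these counts may be unaffected.

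From the counts, edgeR 4.0.16 in R 4.3.3 was used for the 3 comparisons. Each was fitted on its 2 groups alone, with TMM normalization, filterByExpr at its default settings, robust estimation of the spread and the quasi-likelihood test. A gene was past the thresholds at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of 1.5 or more. The standard error of a log2 fold change was its size divided by the square root of F. CPM per mouse were computed with TMM factors over the 12 libraries, while log2 fold changes come from the fit of the 2 groups. Gene sets were tested with fgsea 1.28.0 on the mouse Reactome sets that the package carries, for sets of 15 to 500 tested genes with seed 1, which permutes genes and so does not take the mice as the units. Scores are means of centred log2 CPM with a prior count of 2, compared between mice by two-sided exact permutation tests. With 4 mice against 4, the smallest possible p is 0.0286. The distance ratio compares distances between TAN and BM libraries with distances within the 3 groups, while its permutation p uses distances between the 2 sides over distances within them.

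The genes named in the text are Cxcr2, the genes the paper names for these libraries, the genes of marker lists where a list is reported, and for each comparison the 5 higher and 5 lower genes with the largest change among those past the thresholds, without overlap between the groups and with an average of at least 1 on the log2 CPM scale. The designs, this rule and most alternatives were chosen before the data were examined. The adjustment for GC content and gene length, its combination with the replicate block, 4 further Reactome sets and a bone marrow signature limited to genes past the count filter in TANs were chosen after seeing the data. The other alternatives were other normalization factors, other filters on low counts, 12 libraries in one fit, no robust estimation, the replicate number as a block, DESeq2 1.42.0, other thresholds, other rankings and sets, and each mouse left out in turn. The replicate numbers come from the sample labels, and same-numbered mice of different groups are different animals. The adjustment removed from each library its trend of log2 CPM with GC content and gene length, which were known for 99.9% of the genes tested.

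The procedures were tested on simulated counts for 18463 genes, 200 of them changed. With changes of 3 on the log2 scale, edgeR recovered 152 of these (76.0%) with 10 false calls, and DESeq2 recovered 169 (84.5%) with 38 false calls. With changes of 1 on the log2 scale, edgeR recovered 38 (19.0%) with 3 false calls and DESeq2 80 (40.0%) with 47 false calls. Without any change, edgeR called 0 genes. In these simulated counts no trend with GC content or gene length was planted. With the trend of each real library planted and changes of 3 on the log2 scale, edgeR recovered 142 (71.0%) with 7 false calls without the adjustment and 142 with 8 false calls with it, and without any change it called 0 genes either way. The spread in these simulated counts was estimated from the real libraries before adjustment. A planted set of 105 genes had an NES of 3.86, and a random set of 100 genes had an NES of 0.908 (p = 0.609 by permutation of genes). The gene sets of the cited neutrophil studies and the Gene Ontology sets were not used here.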

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

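The tests of erythroid genes, of genes with counts in one library and of marker genes of other cell types were chosen only after the result was seen. In 108 groups of 4 mice, 8 had a mouse whose gap to the nearest other mouse took an unusually large share of the group's range, where chance gives 5.40, so these 8 are no more than slightly above what chance gives.

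In PyMT TANs, replicate 3 had an erythroid gene score of 4.85, against -0.57 for the next mouse, a gap of 0.879 of the range. Its score was 5.42 above the next highest TAN library on the log2 scale. RNA from red blood cell precursors in that sort is a candidate explanation, but this value restates the pattern and cannot decide it. The same library had counts on 18552 genes, the fewest of the 8 TAN libraries, and after every TAN library was thinned to the smallest total it still had 18552 against 20075 to 25474 in the others, so its depth does not account for this. It also stood apart on the first component of the TAN libraries (85.1, with the others at -7.86 or below), which held 50.6% of the variance. No biological explanation was tested.

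In PyMT TANs, replicate 4 was lowest in the secondary granule score (-3.16, next -2.38, gap 0.969 of the range) and in Ngp (7.36 on the log2 CPM scale, next 8.06, gap 0.890). In PyMT-Cxcr2-/- TANs, replicate 4 was highest in the bone marrow signature score (0.88, next 0.32, gap 0.937). Without it, the difference of that score between the TANs was 0.60 in place of 0.89. In PyMT-Cxcr2-/- TANs, replicate 2 was lowest in total count (35519181, next 48857002, gap 0.842) and in Ccl3 (5.92 on the log2 CPM scale, next 6.69, gap 0.840). In WT BM neutrophils, replicate 1 was highest in Mmp9 (13.07, next 12.58, gap 0.849) and replicate 3 lowest in Icam1 (2.06, next 2.39, gap 0.992). For these 7 no explanation was tested, except that thinning every TAN library to the smallest total gave 340 genes changed between the TANs against 365, of which 328 were shared.

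For 3 genes the changes against WT BM neutrophils went in opposite directions in the TANs. Gm25360, a small nuclear RNA gene with similar copies elsewhere that lies 1.93 Mb from Cxcr2, rose by 0.64 on the log2 scale in PyMT-Cxcr2-/- TANs and fell by 2.70 in PyMT TANs, a difference of 3.27 (adjusted p = 0.0010 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment in the direct comparison, and from 7.6e-28 to 0.052 over the alternatives). A530040E14Rik rose by 1.38 and fell by 1.05, a difference of 2.36 (adjusted p = 0.0035 by the same test). Gm10800 fell by 2.03 in PyMT-Cxcr2-/- TANs and rose by 3.08 in PyMT TANs, a difference of -5.18 that did not pass (adjusted p = 0.067 by the same test). A530040E14Rik and Gm10800 were chosen after their values were seen, and reads shared with similar copies were not tested.

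The paper does not report marker genes of other cell types in the sorted neutrophils. The macrophage score was 6.37 higher in TANs than in WT BM neutrophils on the log2 scale, the epithelial score 6.76 higher and the dendritic score 0.95 higher, each higher in the 8 TAN libraries than in the 4 BM libraries (exact permutation p = 0.00202, the smallest possible, adjusted p = 0.0036 over 16 lists). The fibroblast score was 2.88 higher in TANs (exact permutation p = 0.016, adjusted p = 0.022) and the endothelial score 1.04 higher (exact permutation p = 0.061, adjusted p = 0.075), and in both the TAN and BM libraries overlapped. RNA from other tumor cells in the sort is a candidate explanation, and these values can neither exclude it nor tell it apart from expression in TANs. Between the TANs, the macrophage score differed by -0.09 on the log2 scale (exact permutation p = 0.886). As far as these marker genes measure it, a difference of that size does not account for the 110 genes lower in PyMT-Cxcr2-/- TANs, each changed by at least 1.5-fold. With this score as a covariate all 110 were still past the thresholds, among 213. Because the score was so similar in the TANs, the covariate could remove little of a group difference, so that fit cannot decide. Of the other cell types, PyMT-Cxcr2-/- minus PyMT TANs was 1.93 for fibroblast, -1.77 for erythroid and 1.07 for B cell genes. None of these passed (exact permutation, adjusted p of 0.549, 0.549 and 0.588 over 16 lists). The genes higher in PyMT-Cxcr2-/- TANs were not tested against these scores, so RNA from such cells cannot be excluded for them.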

How the results depend on the processing

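Between the TANs, 255 genes were higher and 110 lower in PyMT-Cxcr2-/- TANs. These counts moved to 471 higher without a filter on low counts, 579 and 307 with 12 libraries in one fit, 691 and 348 with DESeq2, 796 and 942 at an unadjusted p under 0.05, and 54 and 22 at a log2 fold change of at least 1.5. With the replicate block they were 4 and 9, where the check of the pairing gave a correlation of -0.140. With the adjustment for GC content and gene length, chosen after seeing the data, they were 52 and 39, and 12 and 20 with the block as well, although 349 and 350 of the 365 genes kept a change of at least 1.5-fold. Across the 8 fits that each left out one mouse, they were from 10 to 427 and from 13 to 100. With the block alone, all 365 genes kept their direction and a change of at least 1.5-fold. Their median absolute log2 fold change was 1.070 with it and 1.073 without, and their median standard error 0.216 and 0.198. These values argue against smaller changes as the reason for the fewer calls with the block. For the other alternatives the cause was not tested, apart from GC content and gene length. The share of higher genes was 69.9%, against 75.6% with DESeq2's size factors in edgeR, 79.3% without a filter, 57.1% with the adjustment, 30.8% with the block and 37.5% with both. With each mouse left out in turn, this share was from 43.5% (without PyMT replicate 2) to 83.2% (without PyMT replicate 1). Each of the 365 genes had its direction under every alternative in which it was tested.

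Against WT BM neutrophils, 1872 genes were lower in PyMT TANs and 1657 in PyMT-Cxcr2-/- TANs at a log2 fold change of at least 1.5, and 4036 were higher in PyMT-Cxcr2-/- TANs with at least 10 counts in every mouse. The genes changed in PyMT-Cxcr2-/- TANs only were 1689 with at least 10 counts, 1001 with 12 libraries in one fit and 1463 at a log2 fold change of at least 1.5. The other alternatives left these counts within 1.5 times. The cause was not tested. With the replicate block, 4567 genes were higher and 3903 lower in PyMT TANs and 6025 and 4447 in PyMT-Cxcr2-/- TANs, and 3112 and 1110 were changed in PyMT-Cxcr2-/- or PyMT TANs only, where the pairing check gave -0.039 and 0.056.

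The bone marrow signature score difference of 0.89 was from 0.60 to 1.01 across the fits that each left out one mouse, 0.73 with the adjustment for GC content and gene length, 1.46 with a prior count of 0.5 and 2.11 over the signature genes past the count filter in TANs, and from 0.71 to 0.92 under the other alternatives. The granule score difference stayed positive, from 1.10 to 1.56 across the fits that each left out one mouse, 1.32 with the adjustment and from 1.43 to 1.66 under the others. The distance ratio of 4.34 was 2.19 over all tested genes, 3.76 with a prior count of 0.5 and 5.00 with Spearman correlation, and from 3.815 to 4.97 with each mouse left out. The Interferon Signaling NES of 1.07 reversed to -0.975 with the adjustment for GC content and gene length and -1.08 with the block as well, and was from -1.02 to 1.33 with each mouse left out, 1.35 without a filter and 1.36 with DESeq2. The Apoptosis NES of -0.923 reversed to 1.03 with DESeq2's size factors in edgeR, 1.32 without a filter, 1.28 with DESeq2 and 0.513 ranked by log2 fold change, and was from -1.08 to 1.14 with each mouse left out. The Interferon gamma signaling NES of -0.911 reversed to 1.07 with DESeq2's size factors in edgeR, 0.956 with upper-quartile factors, 1.22 without a filter, 0.920 with 12 libraries in one fit, 1.25 with DESeq2 and 0.760 ranked by log2 fold change, and was from -0.957 to 1.17 with each mouse left out. The NES of Detoxification of Reactive Oxygen Species was from -1.123 to 0.957 with each mouse left out. The log2 fold change of Nos2 reversed to -0.054 with the adjustment and was from -0.194 to 1.15, and that of Prtn3 was from -0.771 to 0.085, with each mouse left out. The cause was not tested. Of the 40 results for single genes and sets, 19 became weaker, 6 stronger and 5 reversed under at least one alternative, while 10 kept their direction and side of the threshold under each. Over the 726 pairs of such a result and an alternative, 571 were unchanged in this sense, 112 weaker, 17 stronger and 26 reversed.

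The smallest library had 25032704 counts on genes, and genes such as Vegfb and Csf3, at a few CPM, rest on the fewest counts among the genes the paper names. In simulated counts, edgeR recovered 19.0% of the genes changed by 1 on the log2 scale, so a gene with a change of that size that did not pass is not shown to be unchanged.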

Differences from the paper's values

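In Fig. 5B the paper shows about 650 genes higher and about 390 lower in PyMT-Cxcr2-/- TANs, read by eye, while 255 and 110 were found here. For the higher genes, the alternatives set before the data were examined that came within 1.5 times of the paper's value were no filter on low counts (471), 12 libraries in one fit (579), DESeq2 (691) and an unadjusted p under 0.05 (796), and the others did not. For the lower genes, these were 12 libraries in one fit (307) and DESeq2 (348), and the others did not. The paper's methods name DESeq2.

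In Fig. 6E the paper shows an NES of about -1.5 for Interferon Signaling, read by eye, while the NES here was 1.07. None of the alternatives set before the data were examined closed the gap, the nearest being -1.02 without PyMT-Cxcr2-/- replicate 4 and the farthest 1.36 with DESeq2 (adjusted p = 0.059 by permutation of genes). The paper states that this set is depleted in PyMT-Cxcr2-/- TANs. Its text gives neither the ranking of the genes nor the members of its set. Here the set came with the test package, with 109 genes tested, ranked by the signed square root of the quasi-likelihood F. The NES values may therefore come from unlike tests, and the gap does not decide between them.

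The libraries held 90.2 M counts on average over the classes HTSeq reports, against the paper's average of 30 M of paired-end reads, and 40.7 M counts on genes. No alternative for this was set before the data were examined.

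The paper's counts of genes changed against WT BM neutrophils in one type of TANs only are 3023 for PyMT-Cxcr2-/- and 1916 for PyMT, against 2743 and 1343 here, which are within 1.5 times. With DESeq2, which the paper's methods name, the counts were 3023 and 1916.

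The paper states higher levels of Itgam, Mmp9, Vegfb, Arg2, Nos2, Csf3 and Stat3 in PyMT-Cxcr2-/- TANs, and none of these passed the thresholds here. Their log2 fold changes were 0.67, 1.17, 0.90, 0.47, 0.10, 1.65 and 0.40. Itgam passed without a filter on low counts, with 12 libraries in one fit and with DESeq2. Mmp9 passed with at least 10 counts in every mouse, with 12 libraries in one fit, with DESeq2 and without PyMT replicate 1. Csf3 passed with DESeq2. With an unadjusted p under 0.05 and a 1.5-fold change, and likewise with p adjusted over the 15 genes the paper names alone, Itgam, Mmp9, Vegfb and Csf3 passed. Arg2 and Stat3 had a p under 0.05 by either measure (0.0262 and 0.0238 unadjusted, 0.0302 and 0.0297 over the 15 genes, from edgeR's quasi-likelihood test) with a change below 1.5-fold, and Arg2, Nos2 and Stat3 passed both thresholds under none of the alternatives tried.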

Other observations

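The tests of whether PyMT-Cxcr2-/- TANs are nearer to BM neutrophils, of the scores adjusted for GC content and gene length and of windows around Cxcr2 other than 10 Mb were chosen only after the result was seen. Among the 35 splits of the 8 TAN libraries into groups of 4, 8 part all 4 same-numbered pairs, as the real split does, while the other 27 part 2 or 0 pairs. Among these 8, 1 gave as many genes changed between the TANs, the real one, and the largest of the other splits gave 7 genes against 365. The same comparison for PyMT TANs against WT BM neutrophils and for PyMT-Cxcr2-/- TANs against WT BM neutrophils gave 1 of 8 each. With 8 splits the share cannot fall under 0.05. Among all 35 splits, too, 1 gave as many genes in each comparison, the real one. The largest of the others gave 7 genes against 365, 1 against 9148 and 0 against 10548. In those splits each side mixes libraries of both real groups, which widens the spread, so low counts there were likely from the outset. The rank of the real split argues against a random division of the mice as the source of these counts, while the size of the gap adds little. For the Interferon Signaling NES, 8 of these 8 splits and 25 of the 35 were as far from 0.

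The genes changed between the TANs were tested against technical explanations. With the 10 most abundant genes left out, 337 genes were past the thresholds, and with every TAN library thinned to the smallest total, 340. Within 10 Mb of Cxcr2, 4 of 114 genes were past the thresholds (3.51%, against 1.96% elsewhere), not significantly more often than elsewhere (one-sided Fisher's exact test, p = 0.188). These 4 lie within 2 Mb, namely Rufy4 at 0.028 Mb (log2 fold change -1.90), Tns1 at 0.244 Mb (-1.77), Stk11ip at 1.37 Mb (-1.02) and Gm25360 at 1.93 Mb (3.27), and were named after their values were seen. By the same test, p was 0.111 within 1 Mb, 0.0217 within 2 Mb, 0.0393 within 5 Mb and 0.0093 within 20 Mb, where 14 of 347 genes were past the thresholds. The 2 Mb window was set from where these genes lie, so it cannot decide, and for the genes near Cxcr2 variants of the donor strain or effects of the targeted allele cannot be excluded.

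Adjusting each library for GC content and gene length left 91 genes, of which 87 were among the 365, with Cxcr2 among them (log2 fold change -7.04, adjusted p = 1.1e-08 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 365 genes kept their direction with the adjustment and 349 kept a change of at least 1.5-fold. Their median absolute log2 fold change was 1.07 before and 1.04 after it, and their median standard error 0.198 and 0.252, so the number of calls fell with the larger standard errors more than with smaller changes. In simulated counts with the trend of each real library planted and no change, edgeR called 0 genes without the adjustment. The spread in those counts was estimated before adjustment. For the 349 genes that kept a change of at least 1.5-fold, these values argue against a bias of this kind as the source of the change. For the calls that fell below 1.5-fold with the adjustment it remains a candidate explanation. GC content and gene length explained from 0.281% to 7.46% of the variance of single TAN libraries.

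Of the 255 genes higher in PyMT-Cxcr2-/- TANs, 82.0% were higher in WT BM neutrophils than in the TANs and 16 genes were lower, and of the 110 lower genes, 81 (73.6%) were lower in WT BM neutrophils and 7 higher, while among all genes tested 23.5% were higher and 33.0% lower. The bone marrow signature score, over the 100 genes most raised in WT BM neutrophils against both TANs, was 0.45 ± 0.29 in PyMT-Cxcr2-/- TANs and -0.45 ± 0.22 in PyMT TANs (SD, n = 4 each), a difference of 0.89, and the 4 PyMT-Cxcr2-/- mice were above the 4 PyMT mice (exact permutation p = 0.0286, the smallest possible). Over the 10 tested granule genes, the score differed by 1.43 (exact permutation p = 0.0286). The differences fell to 0.73 and 1.32 after the adjustment for GC content and gene length, and the groups still did not overlap (exact permutation p = 0.0286 each, the smallest possible before and after), so such a bias may account for a part of each difference but not for all of it. Of the granule lists, the secondary list differed by 2.19 and the tertiary list by 1.48 (exact permutation p = 0.0286 and adjusted p = 0.152 over 16 lists for each), while the primary list differed by -0.14 (exact permutation p = 0.800). The mean distance to BM libraries over the 500 most variable genes was 140.7 for PyMT-Cxcr2-/- TANs and 141.2 for PyMT TANs, a difference that was not tested. A candidate explanation is that PyMT-Cxcr2-/- TANs hold somewhat more neutrophils near the BM state, which the primary granule list does not show. The proliferation score showed no difference between the TANs (exact permutation p = 1.00), which gives no sign of proliferating precursors. It ranged from -1.29 to 0.31 within PyMT TANs, a spread larger than the TAN minus BM difference of -1.07. A modest share of precursors therefore cannot be excluded. The candidate explanation is a hypothesis found and tested on the same data.

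The 6 genes of the NADPH oxidase had positive log2 fold changes in PyMT-Cxcr2-/- against PyMT TANs, of which 0 passed the thresholds with p adjusted over all genes and 3 with p adjusted over the list alone. Their score differed by 0.56 (exact permutation p = 0.0286, adjusted p = 0.152 over 16 lists), and the 6 genes fail the correction as a list. At the smallest p that 4 mice against 4 allow, at least 10 of the 16 lists would have to reach it for any to pass, and 3 did, so this correction could hardly be passed.

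Reactome sets near the paper's themes, chosen after seeing the data, were tested among 677 sets, of which 118 were higher and 171 lower in PyMT-Cxcr2-/- TANs at an adjusted p under 0.05 by permutation of genes. The NES was 1.93 for Signaling by VEGF (94 genes, adjusted p = 0.00019 by permutation of genes, from 4.3e-08 to 0.62 over the alternatives), 1.91 with the replicate block, 1.50 with the adjustment for GC content and gene length, and 1.09 with genes ranked by log2 fold change. The NES was -0.923 for Apoptosis, -1.09 for Detoxification of Reactive Oxygen Species and -0.911 for Interferon gamma signaling, with adjusted p of 0.72, 0.44 and 0.70 by permutation of genes. Of the other sets named for apoptosis, Regulation of Apoptosis was lower (NES -1.73, adjusted p = 0.017 by permutation of genes) and Apoptotic cleavage of cellular proteins higher (NES 1.64, adjusted p = 0.024 by permutation of genes), while Apoptotic execution phase, Intrinsic Pathway for Apoptosis and the set of caspase activation by the extrinsic pathway did not pass. These were chosen after their values were seen. The paper's own sets for these themes were not used here.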
